# tBRD-1 and tBRD-2 regulate expression of genes necessary for spermatid differentiation

**DOI:** 10.1242/bio.022467

**Published:** 2017-02-24

**Authors:** Ina Theofel, Marek Bartkuhn, Thomas Boettger, Stefanie M. K. Gärtner, Judith Kreher, Alexander Brehm, Christina Rathke

**Keywords:** Testis-specific transcription, tTAFs, tMAC, Mediator complex, BET proteins

## Abstract

Male germ cell differentiation proceeds to a large extent in the absence of active gene transcription. In *Drosophila*, hundreds of genes whose proteins are required during post-meiotic spermatid differentiation (spermiogenesis) are transcribed in primary spermatocytes. Transcription of these genes depends on the sequential action of the testis meiotic arrest complex (tMAC), Mediator complex, and testis-specific TFIID (tTFIID) complex. How the action of these protein complexes is coordinated and which other factors are involved in the regulation of transcription in spermatocytes is not well understood. Here, we show that the bromodomain proteins tBRD-1 and tBRD-2 regulate gene expression in primary spermatocytes and share a subset of target genes. The function of tBRD-1 was essential for the sub-cellular localization of endogenous tBRD-2 but dispensable for its protein stability. Our comparison of different microarray data sets showed that in primary spermatocytes, the expression of a defined number of genes depends on the function of the bromodomain proteins tBRD-1 and tBRD-2, the tMAC component Aly, the Mediator component Med22, and the tTAF Sa.

## Abstract (precis)

**Summary:** Testis transcriptome analyses indicate that a defined set of testis-expressed genes is regulated by the testis-specific bromodomain proteins tBRD-1 and tBRD-2 and members of the tMAC, Mediator, and tTFIID complexes.

## INTRODUCTION

In *Drosophila melanogaster* and mammals, the post-meiotic phase of spermatogenesis (spermiogenesis) is characterized by extensive morphological cell changes (Rathke et al., 2014). In flies, transcription almost ceases as the cells enter meiotic division; therefore, these changes mainly rely on proteins arising from translationally repressed and stored mRNAs synthesized in primary spermatocytes (Olivieri and Olivieri, 1965; White-Cooper et al., 1998). Hence, a tightly regulated gene transcription program is required to ensure proper spermiogenesis and male fertility.

In primary spermatocytes, numerous transcripts are synthesized and translationally repressed (Fuller, 1993; White-Cooper et al., 1998). Transcription of the corresponding genes (spermiogenesis-relevant genes) depends on two testis-specific transcription complexes: the testis meiotic arrest complex (tMAC), and the testis-specific TFIID complex, which consists of testis-specific TATA box binding protein-associated factors (tTAFs) (Beall et al., 2007; Hiller et al., 2004, 2001). Recruitment of tTAFs to chromatin requires the coactivator complex Mediator, and localization of Mediator subunits to chromatin depends on tMAC (Lu and Fuller, 2015). Based on these data, it has been suggested that Mediator acts as a key factor in a tTAF- and tMAC-dependent gene regulatory cascade that leads to transcriptional activation of spermiogenesis-relevant genes (Lu and Fuller, 2015).

Acetylated lysines of histone play an important role in gene transcription (Sanchez and Zhou, 2009). These histone modifications are recognized by bromodomain-containing proteins (Dhalluin et al., 1999). The bromodomain forms a well-conserved structure within functionally distinct proteins, such as histone acetyltransferases, chromatin-remodeling factors, transcriptional co-activators and mediators, and members of the bromodomain and extra-terminal (BET) family (Josling et al., 2012). Members of the BET family are characterized by having one (in plants) or two (in animals) N-terminal bromodomains and a conserved extra-terminal domain that is necessary for protein–protein interactions (Florence and Faller, 2001; Matangkasombut et al., 2000; Platt et al., 1999). BET proteins contribute to transcription mainly by recruiting protein complexes, e.g. transcription factors and chromatin remodelers (Josling et al., 2012; Krogan et al., 2003; Matangkasombut et al., 2000). In mammals, the BET proteins BRD2, BRD3, BRD4, and BRDT are expressed in male germ cells (Klaus et al., 2016; Shang et al., 2004). BRDT is involved in gene expression during spermatogenesis, among other roles (Berkovits et al., 2012; Gaucher et al., 2012), but the functions of BRD2, BRD3, and BRD4 in male germ cells are not well understood.

In *Drosophila*, three testis-specific bromodomain proteins (tBRDs) have been described (Leser et al., 2012; Theofel et al., 2014). tBRD-1 contains two bromodomains, is essential for male fertility, and partially co-localizes with tTAFs in primary spermatocytes (Leser et al., 2012). Likewise, the BET family members tBRD-2 and tBRD-3 partially co-localize with tBRD-1 and tTAFs in primary spermatocytes (Theofel et al., 2014). In addition, subcellular localization of the three tBRDs depends on both tTAF function and the level of acetylation within the cell (Leser et al., 2012; Theofel et al., 2014). Loss of tBRD-1 function leads to an altered distribution of tBRD-2 and tBRD-3 and to a significant down-regulation of a subset of tTAF target genes (Theofel et al., 2014). Protein–protein interaction studies have revealed that tBRD-1 forms homodimers and also heterodimers with tBRD-2, tBRD-3, and tTAFs (Theofel et al., 2014). The loss of tBRD-1 or tBRD-2 leads to similar post-meiotic phenotypes, e.g. nuclear elongation defects (Kimura and Loppin, 2015; Leser et al., 2012). It has been postulated that in primary spermatocytes, tBRDs cooperate with tTAFs to regulate expression of selected spermiogenesis-relevant genes (Theofel et al., 2014).

Here, we show that a *tbrd-1-eGFP* transgene restores not only male fertility of *tbrd-1* mutants but also localization of tBRD-2 to chromosomal regions. Protein–protein interaction studies demonstrated that both bromodomains are dispensable for tBRD-1 homodimer formation and that the extra-terminal domain of tBRD-2 interacts with the C-terminal region of tBRD-1. Peptide pull-down experiments indicated that tBRD-1 but not tBRD-2 preferentially recognizes acetylated histones H3 and H4. Microarray analyses revealed that several genes are significantly down-regulated in *tbrd-2*-deficient testes. A comparison of different microarray data sets demonstrated that tBRD-1, tBRD-2, the tMAC component Aly, the Mediator component Med22, and the tTAF Sa share a subset of target genes. Finally, immunofluorescence stainings showed that the sub-cellular localization of tBRD-1 and tBRD-2 requires Aly function.

## RESULTS

### Expression of tBRD-1-eGFP reconstitutes proper sub-cellular localization of tBRD-2 in *tbrd-1* mutant spermatocytes

Recently, we have shown that the *tbrd-1* mutant phenotype is rescued by a *tbrd-1-eGFP* transgene, which contains the *tbrd-1* open reading frame together with 531 bp upstream of the translational start fused in frame with eGFP. The corresponding tBRD-1-eGFP fusion protein shows the same distribution as endogenous tBRD-1 (Leser et al., 2012). In addition, we have shown that tBRD-1 co-localizes with tBRD-2-eGFP, whose transgene contains the *tbrd-2* open reading frame and 591 bp upstream of the translational start fused in frame with eGFP. Furthermore, tBRD-1 function is required for proper tBRD-2-eGFP localization, and tBRD-1 interacts with tBRD-2-eGFP *in vivo* (Theofel et al., 2014). We have not been able to address whether localization of endogenous tBRD-2 protein is also dependent on tBRD-1 function. Towards this end, we raised a peptide antibody against tBRD-2 and tested its specificity in immunofluorescent stainings of *tbrd-2* knockdown and control testes (Fig. S1). Flies carrying a *UAS-tbrd-2^RNAi^* transgene were crossed with a *bam-*Gal4 driver line (*bam*≫*tbrd-2^RNAi^*) to down-regulate expression of tBRD-2 in the testis by RNAi. tBRD-2 was detected in spermatocyte nuclei of control testes (Fig. S1A), but almost no signal was observed in *tbrd-2* knockdown testes (Fig. S1B). We then analyzed the localization of endogenous tBRD-2 in heterozygous and homozygous *tbrd-1* mutants and in heterozygous and homozygous *tbrd-1* mutants expressing a tBRD-1-eGFP fusion protein (Fig. 1). Western blot analyses revealed that endogenous tBRD-2 levels were not reduced in *tbrd-1* mutant testes (Fig. 1A). In heterozygous *tbrd-1* mutant spermatocyte nuclei, endogenous tBRD-2 localized to chromosomal regions, nucleolus, and nuclear speckles in the nucleoplasm (Fig. 1B). However, although tBRD-2 protein levels were not reduced in homozygous *tbrd-1* mutant testes, only a faint tBRD-2 signal was visible in spermatocyte nuclei of homozygous *tbrd-1* mutants (Fig. 1C). By contrast, expression of a full-length tBRD-1-eGFP fusion protein in the homozygous *tbrd-1* mutant background reconstituted tBRD-2 localization to both the chromosomal regions and nucleolus (Fig. 1E′). These results extend our previous analysis and strengthen the idea that endogenous tBRD-1 and tBRD-2 interact and that tBRD-2 requires tBRD-1 for proper sub-cellular localization.

**Fig. 1.**
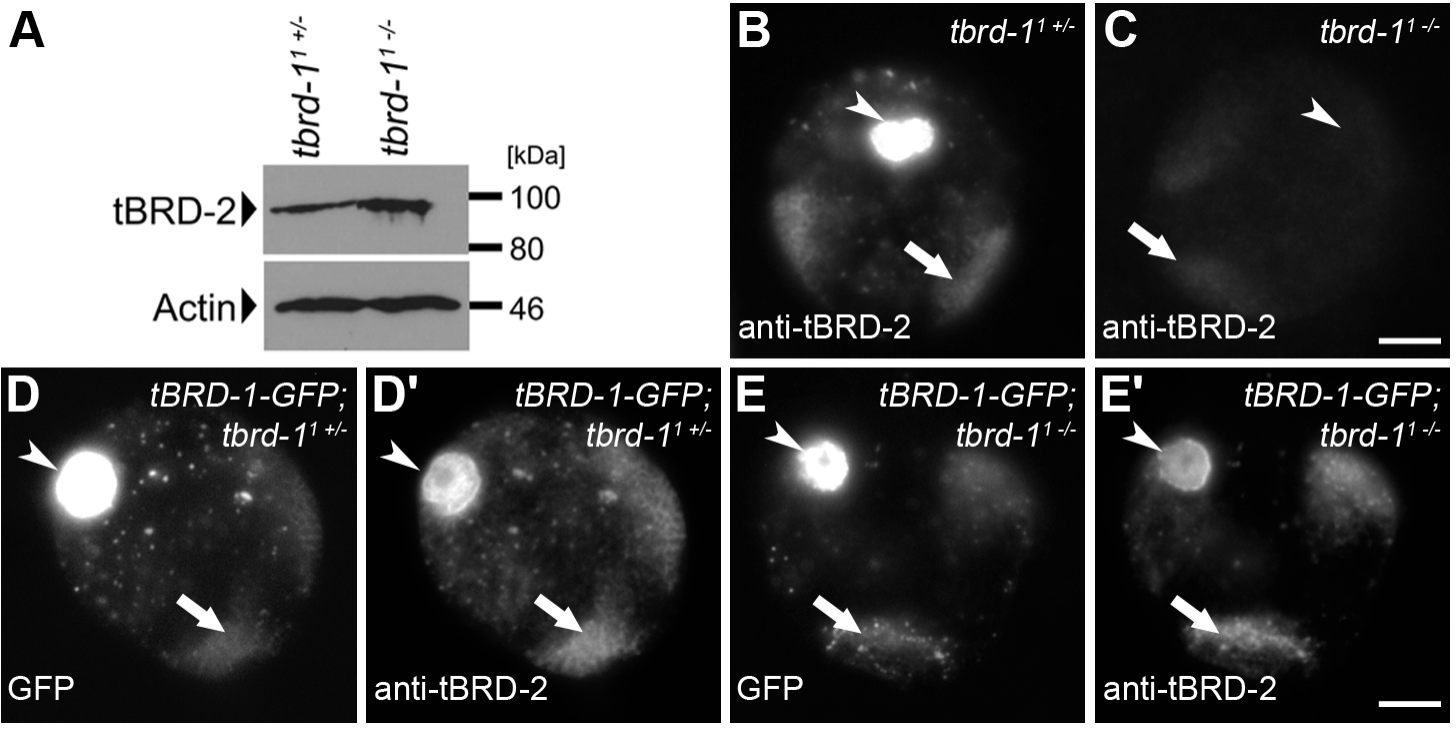
**The tBRD-1-eGFP fusion protein restores the localization of tBRD-2 to chromosomes in spermatocytes of *tbrd-1* mutants.** (A) Detection of tBRD-2 in heterozygous and homozygous *tbrd-1* mutant testes using anti-tBRD-2 antibody. Actin detected with anti-Actin antibody served as the control. (B,C) Single primary spermatocyte nuclei of (B) heterozygous and (C) homozygous *tbrd-1* mutants stained with an antibody against tBRD-2. (D–E′) Anti-tBRD-2 antibody staining of single primary spermatocyte nuclei of (D,D’) heterozygous and (E,E′) homozygous *tbrd-1* mutants expressing a tBRD-1-eGFP fusion protein. Arrows, chromosomal regions; arrowheads, nucleolus. Scale bars: 5 µm.

### The bromodomains of tBRD-1 are dispensable for homodimer formation, and the very C-terminus of tBRD-1 interacts with the extra-terminal domain of tBRD-2

Recently, we have shown that tBRD-1 forms homodimers and also heterodimers with tBRD-2 (Theofel et al., 2014). Here, we aimed at mapping the interaction domains required for dimerization using a series of tBRD-1 and tBRD-2 truncation mutants in the yeast two-hybrid assay (Fig. 2; Figs S2 and S3). tBRD-1 and tBRD-2 contain several conserved domains, namely the bromodomains and an extra-terminal domain, which consists of a NET domain and a SEED domain and is predicted to mediate protein–protein interactions (Florence and Faller, 2001; Matangkasombut et al., 2000; Platt et al., 1999). Accordingly, we focused our analysis on these domains. Full-length tBRD-1 formed homodimers with tBRD-1ΔN, which lacks the first bromodomain (BD1) (Fig. 2A; Fig. S2B) and with tBRD-1Δ, which lacks both bromodomains and consists only of the spacer region that connects these two domains (Fig. 2A; Fig. S2B). No interaction was observed between full-length tBRD-1 and tBRD-1ΔC, which contains the first bromodomain but an incomplete spacer region (Fig. 2A; Fig. S2B). These results indicated that the spacer region between the bromodomains (amino acids 165–336) is essential for tBRD-1 homodimer formation (Fig. 2C). Next, we sought to determine which tBRD-2 sequences mediate binding to tBRD-1. We analyzed the interaction of several tBRD-2 deletion mutants with full-length tBRD-1 (Fig. 2B; Fig. S3A-D,F,H). We first mapped the binding to a C-terminal region containing the NET and SEED domains. Further analysis revealed that neither of these two domains was essential for tBRD-1 binding. Instead, tBRD-1 interaction required the region connecting the NET and SEED domains (amino acids 444–580). Finally, we showed that the C-terminus (amino acids 410–514) of tBRD-1 is required for heterodimerization with tBRD-2 (Fig. 2A; Fig. S3E,G). In summary, our results showed that the spacer region between the two bromodomains mediates tBRD-1 homodimerization (Fig. 2C) and indicated that tBRD-1 and tBRD-2 interact via the C-terminus of tBRD-1 and the region between the NET and the SEED domains of tBRD-2 (Fig. 2D).

**Fig. 2.**
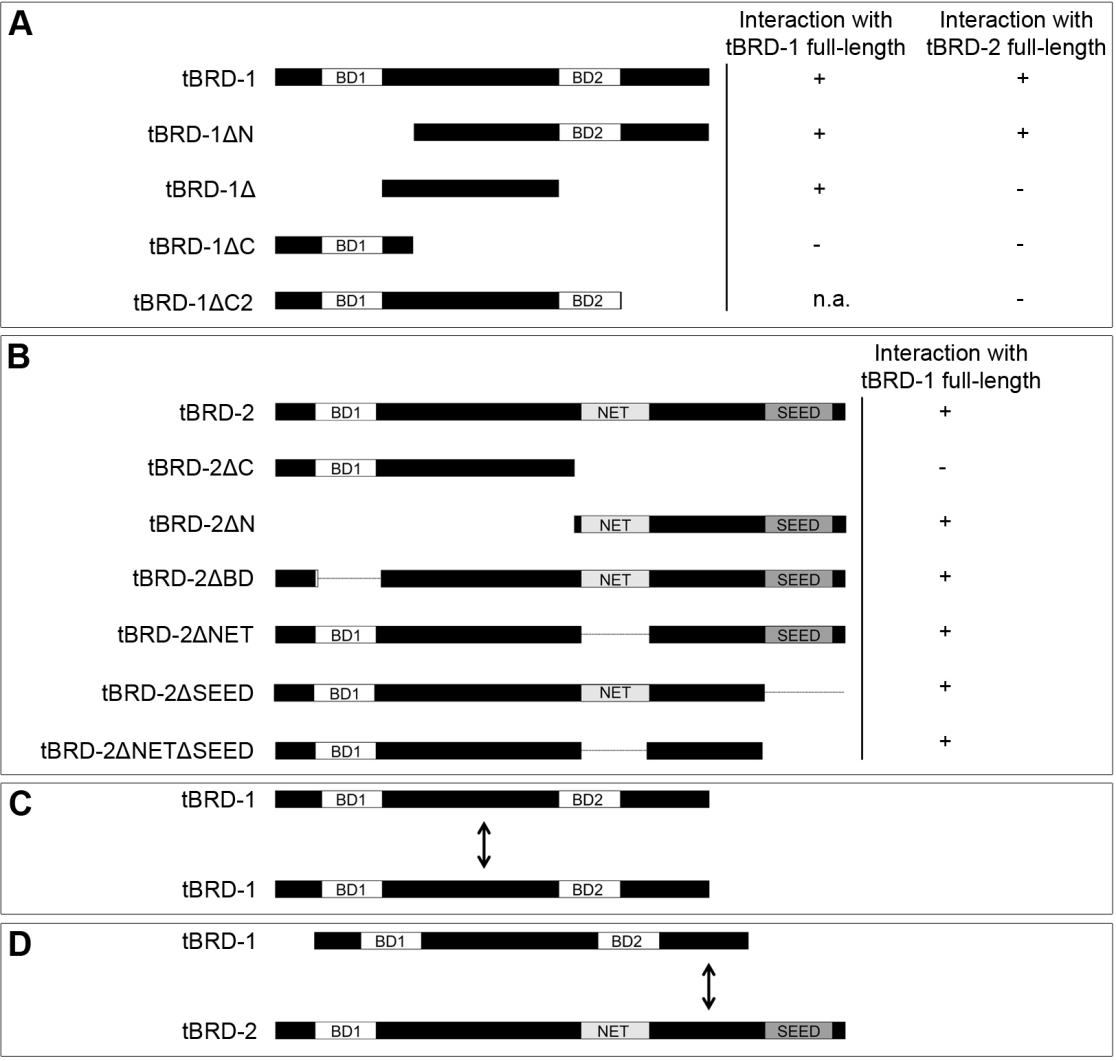
**The region between the two bromodomains is required for tBRD-1 homodimerization, and the C-terminus interacts with the extra-terminal domain of tBRD-2.** (A,B) Schematic overview of the full-length and mutated (A) tBRD-1 and (B) tBRD-2 proteins analyzed in yeast two-hybrid experiments for interaction with (A,B) full-length tBRD-1 and (A) tBRD-2 proteins. +, interaction observed; −, no interaction observed. (C) Schematic representation of the observed interaction between tBRD-1 and tBRD-1 via the region between the two bromodomains. (D) Schematic representation of the observed interaction between the C-terminus of tBRD-1 with the extra-terminal domain of tBRD-2. BD, bromodomain; NET, NET domain; SEED, SEED domain.

### tBRD-1 recognizes acetylated histones H3 and H4 *in vitro*

Previously, we have shown that localization of tBRD-1 and tBRD-2 to the chromosomal regions in spermatocytes is acetylation dependent (Leser et al., 2012; Theofel et al., 2014). This finding implied that tBRD-1 and tBRD-2 might directly interact with acetylated histone tails. To test this hypothesis, we purified recombinant tBRD-1 and tBRD-2 using the baculovirus system and performed peptide pull-down assays with histone H3 and histone H4 peptides that were unmodified or acetylated at specific residues. Immobilized peptides were incubated with recombinant tBRD-1 or tBRD-2, and bound proteins were analyzed in western blots using tBRD-1- or tBRD-2-specific antibodies (Fig. 3A). tBRD-1 bound to all unmodified or acetylated histone H3 and H4 peptides analyzed, in keeping with the idea that histone interactions might contribute to chromatin binding of tBRD-1, but tBRD-1 preferentially bound to acetylated histone tails (Fig. 3A). Likewise, tBRD-2 bound to all unmodified or acetylated histone peptides tested. In contrast to tBRD-1, however, tBRD-2 did not preferentially bind acetylated peptides, and acetylation instead appeared to reduce binding affinity. We concluded that tBRD-1 and tBRD-2 both interact with histone tails *in vitro* and that this binding reaction is sensitive to histone acetylation. To investigate whether these acetylated histones are present in spermatocytes, we stained them with immunofluorescent antibodies raised against different histone H3 and H4 acetylation marks (Fig. 3B–J). H3K9ac (Fig. 3B), H3K18ac (Fig. 3D), H3K23ac (Fig. 3E), H3K27ac (Fig. 3F), H4K5ac (Fig. 3H), H4K8ac (Fig. 3I), and H4K12ac (Fig. 3J) signals were detected at the chromosomal regions in primary spermatocytes (arrows) and acetylated histones H3K14ac and H3K36ac were barely detected at the chromosomal regions in primary spermatocytes (Fig. 3C,G, arrows).

**Fig. 3.**
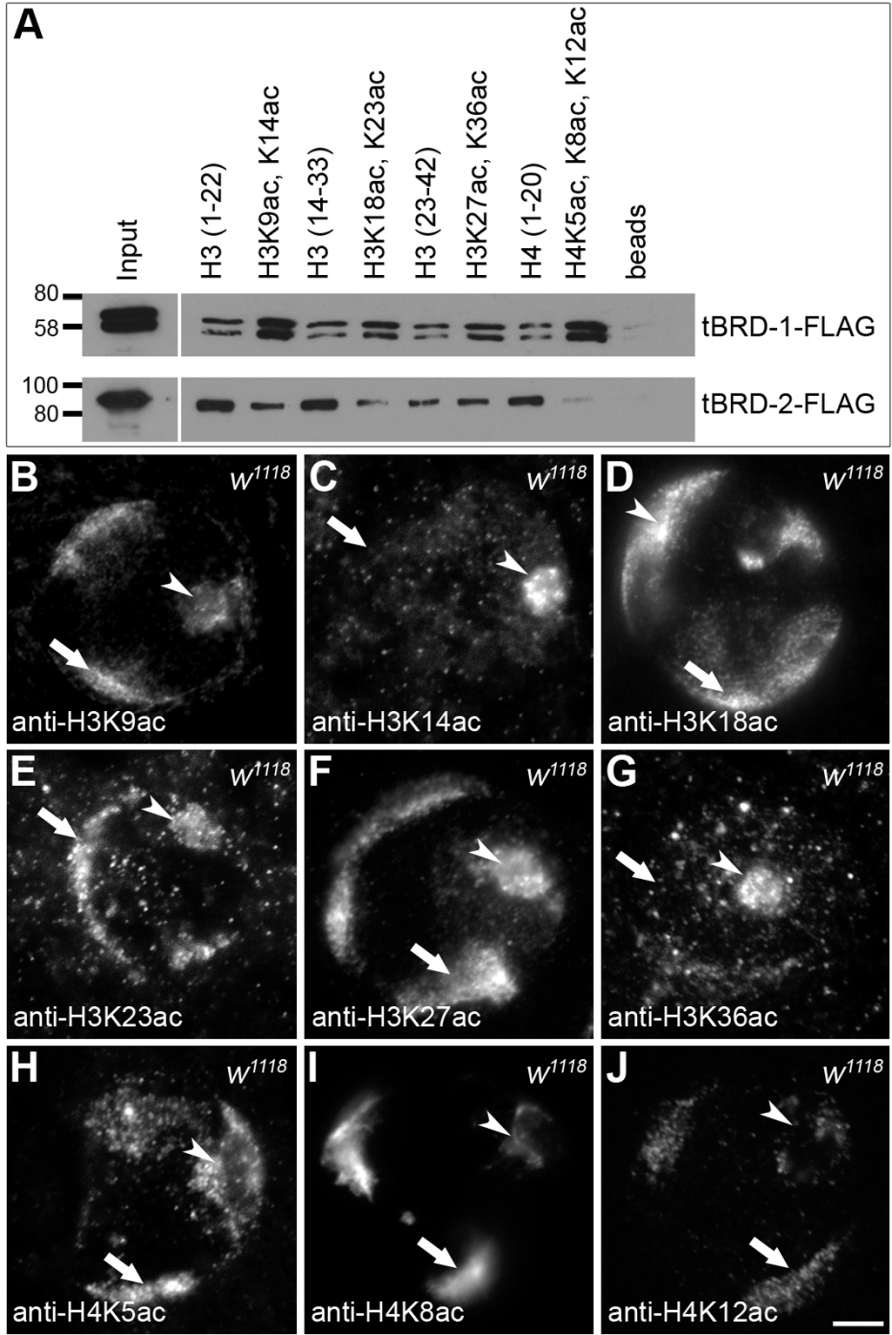
**tBRD-1 associates with acetylated histones.** (A) Association of recombinant tBRD-1-Flag and tBRD-2-Flag proteins with non-acetylated and acetylated histone H3 and H4 peptides [H3(1–22), H3(14–33), H3(23–42), H4(1–20)] was examined in peptide pull-down assays. Bound proteins were analyzed in western blots using tBRD-1- or tBRD-2-specific antibodies. Acetylated proteins are indicated, e.g. H3K9ac, K14ac: H3 acetylated on Lys9 and Lys14. (B-J) Single primary spermatocyte nuclei of *w^1118^* flies stained with specific antibodies against histone H3 acetylated on (B) Lys9, (C) Lys14, (D) Lys18, (E) Lys23, (F) Lys27, and (G) Lys36 or against histone H4 acetylated on (H) Lys5, (I) Lys8, and (J) Lys12. Arrows, chromosomes; arrowheads, nucleoli. Scale bar: 5 µm.

### tBRD-2 and tBRD-1 share a subset of target genes

In microarray experiments, we analyzed the impact of tBRD-2 on gene expression in the testis using RNA of *bam*≫*tbrd-2^RNAi^* testes with testes RNA of *tbrd-2^RNAi^* and *bam-*Gal4 males as controls. Depletion of *tbrd-2* in testes was validated by quantitative PCR (qPCR), western blot analyses, and immunofluorescence microscopy (Fig. 4A–C″). Knockdown of *tbrd-2* led to a significant reduction of *tbrd-2* transcripts compared to control testes (Fig. 4A). Likewise, tBRD-2 was not detected in *bam*≫*tbrd-2^RNAi^* testes in western blots (Fig. 4B) and immunofluorescence analyses (Fig. 4C–C″; Fig. S1). By contrast, transcript and protein levels of *tbrd-1* and *tbrd-3* were not altered in *bam*≫*tbrd-2^RNAi^* testes (Fig. S4A–D″). Further analyses revealed that *bam*≫*tbrd-2^RNAi^* males were sterile (Fig. S5) and exhibited spermatid differentiation defects, e.g. altered Nebenkern formation (Fig. 4D″, arrow) and lack of nuclear elongation (Fig. 4E″; Fig. S1B, arrowheads). In both controls (Fig. 4D,D′), the phase-dark, round Nebenkern was nearly the same size as the nucleus. In *bam*≫*tbrd-2^RNAi^* spermatids, the Nebenkerne seemed to be fused together (Fig. 4D″). Mst77F-positive spermatid nuclei of *bam*-Gal4 (Fig. 4E, arrow) and *tbrd-2^RNAi^* (Fig. 4E′, arrow) were elongated and started to develop the typical needle-like structure of mature sperm nuclei, whereas Mst77F-positive spermatid nuclei of *bam*≫*tbrd-2^RNAi^* did not elongate and remained round (Fig. 4E″, arrow).

**Fig. 4.**
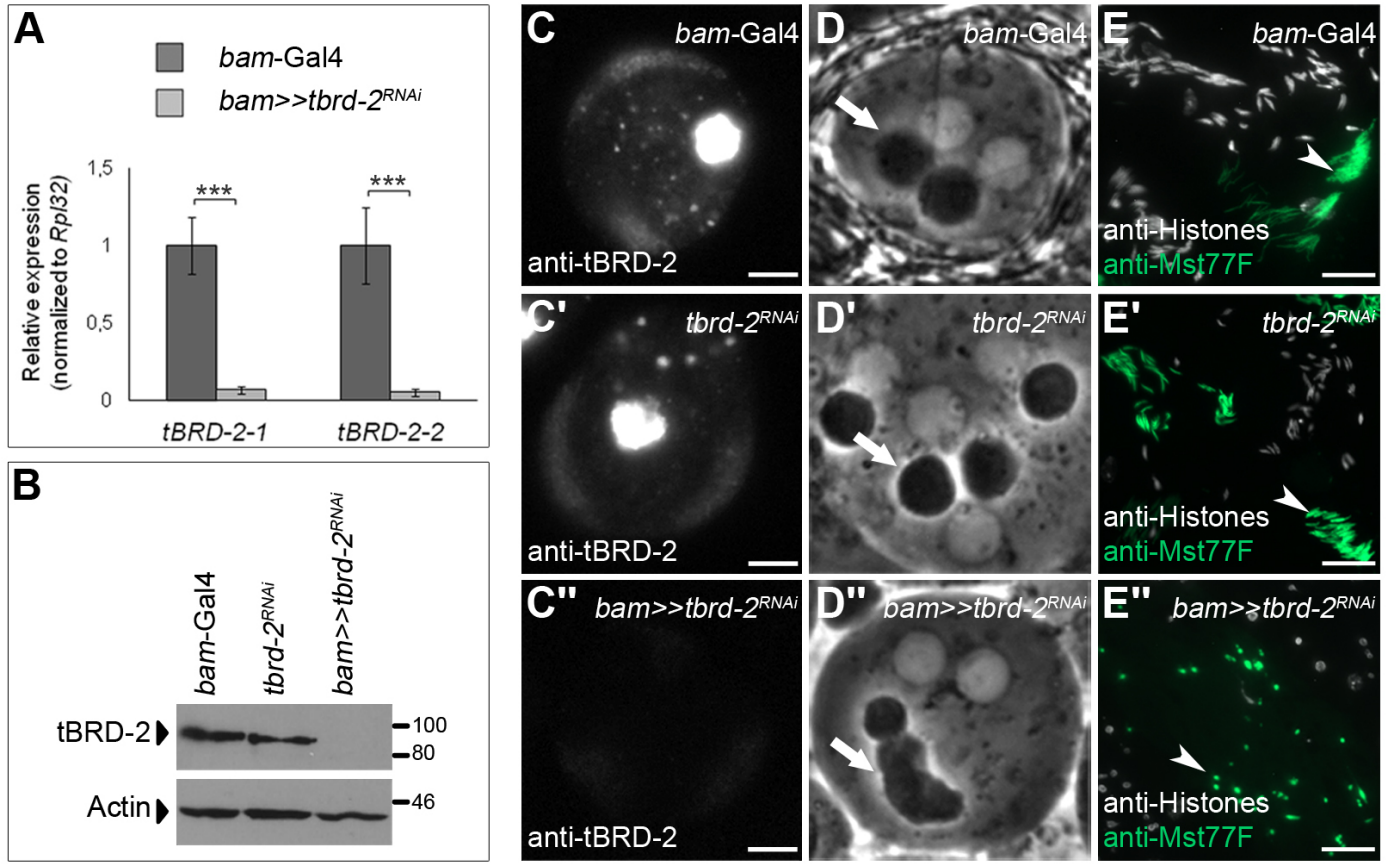
**RNAi-mediated knockdown of *tbrd-2* leads to defects in post-meiotic male germ cells.** (A) qPCR using cDNA from *tbrd-2* knockdown testes (*bam*≫*tbrd-2^RNAi^*) compared to control testes (*bam*-Gal4). Two different *tbrd-2*-specific primer pairs (tBRD-2-1 and tBRD-2-2) were used to detect *tbrd-2* transcript levels. The values were normalized to the mRNA expression level of *Rpl32*. Three technical replicates were performed. One-way ANOVA was used to evaluate statistical significance. *P*-values for significance: ***P≤0.001 (post hoc Tukey's honest significant difference test). (B) Western blot analysis of tBRD-2 proteins in *bam*≫*tbrd-2^RNAi^* testes, and in control testes (*bam*-Gal4 and *tbrd-2^RNAi^*). The detection of Actin with anti-Actin antibodies served as a loading control. (C–C″) Single primary spermatocyte nuclei of (C) *bam*-Gal4, (C′) *tbrd-2^RNAi^*, and (C″) *bam*≫*tbrd-2^RNAi^* flies stained with anti-tBRD-2 antibody. Photos had the same exposure time. Scale bar: 5 µm. (D–D″) Phase-contrast images of (D) control *bam*-Gal4, (D′) control *tbrd-2^RNAi^*, and (D″) *bam*≫*tbrd-2^RNAi^* early round spermatids. Arrows, Nebenkerne. (E–E″) Replacement of histones by Mst77F in post-meiotic spermatid nuclei of (E) *bam*-Gal4, (E′) *tbrd-2^RNAi^*, and (E″) *bam*≫*tbrd-2^RNAi^* visualized by immunofluorescence staining using antibodies against histones (white) and Mst77F (green). Arrowheads: E,E′, needle-like structure of mature sperm nuclei; E″, unelongated, round sperm nuclei. Scale bars: 20 µm.

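RNA from whole testes of *bam*≫*tbrd-2 RNAi* males, of *bam*-Gal4 males and of undriven *tbrd-2 RNAi* males was hybridized to 9 arrays, 3 per genotype, each from a separate pool of animals. The knockdown males carried 2 copies of the germline driver *bam*-Gal4 and 1 copy of the hairpin transgene *tbrd-2 RNAi*, the *bam*-Gal4 males 2 copies of the driver alone and the undriven males 1 copy of the transgene alone. All flies were kept at 30°C and were 0 to 2 days old. The methods give 25 animals per array and the sample labels give 30. The labels also give both controls, but not the knockdown males, a homologue of chromosome 3 marked with *Sb*. The authors read the scanned arrays with the affy package and summarized them with RMA, which corrects the background, normalizes the arrays by quantiles and gives 1 log2 value per probe set. Each array held 18952 probe sets, with a median log2 value between 5.86 and 5.96 and values from 2.5 to 14.53. Pearson's r between arrays of the same genotype lay between 0.988 and 0.997 across probe sets, which are not independent replicates. A limma model of all 9 arrays with a mean per genotype was fitted, and a probe set was called where the log2-fold change was at least 1 in size and the Benjamini-Hochberg adjusted p over all probe sets was under 0.05. Probe sets called the same way against each control are given as lower or higher than in both controls. A gene symbol was given to 13647 probe sets, 402 carried several symbols and 4903 are not named here.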

For microarray experiments, Affymetrix *Drosophila* Genome 2.0 arrays were used, and three independent hybridizations per genotype were performed. 

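Transcripts of neighbouring tissues varied between arrays of the same genotype. The mean log2 value of 12 genes for seminal fluid proteins of the accessory gland (the *Acp* genes and *SP*) was 10.75, 9.99 and 11.67 in knockdown replicates 1, 2 and 3, 7.91, 11.85 and 10.00 in the *bam*-Gal4 replicates, and 10.37, 9.14 and 9.61 in the undriven replicates. The mean of gut enzyme genes, a list not fixed before the data were examined, was 6.92 in knockdown replicate 3 and 6.77 in undriven replicate 3, and 4.93 to 5.35 on the other arrays. Of 17 genes of the accessory gland and ejaculatory duct, listed like the groups that follow before the data were examined, limma called 0 against both controls, and 1 was higher at an unadjusted p under 0.05. Of these genes, *Acp98AB* had a log2-fold change of 0.62 (standard error 0.59) against *bam*-Gal4 and 0.79 against the undriven control, and *EbpIII* 0.25 and 0.33. The medians of the 17 genes were 0.78 and 1.02, with 13 of 17 above 0 against both controls, and limma's camera test gave adjusted p = 0.582 and 0.183. Limma also called 0 of 10 genes of spermatogonia and germline stem cells (1 higher at an unadjusted p under 0.05), with *AGO3* at −0.13 and −0.14 and *bgcn* at 0.03 and −0.04. Among 7 measured genes of cyst cells and hub, 0 were called (1 lower at an unadjusted p under 0.05), with *chinmo* at 0.11 and 0.16 and *eya* at 0.09 and 0.38. Among 8 measured genes of the muscle sheath, 0 were called (1 lower at an unadjusted p under 0.05), with *Act87E* at −0.29 and −0.37 and *Mlc1* at −0.00 and −0.12. Among 6 measured fat body genes, 0 were called (0 at an unadjusted p under 0.05), with *Lsp2* at 0.07 and 0.36 and *Obp99b*, whose replicates were spread widely, at −1.14 and 1.04. Adjusted over the list alone, 0 genes of these 5 lists were called. The gene *bam*, whose promoter drives Gal4, had a log2-fold change of 0.10 against *bam*-Gal4 and 0.04 against the undriven control.

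**Figure D1:**
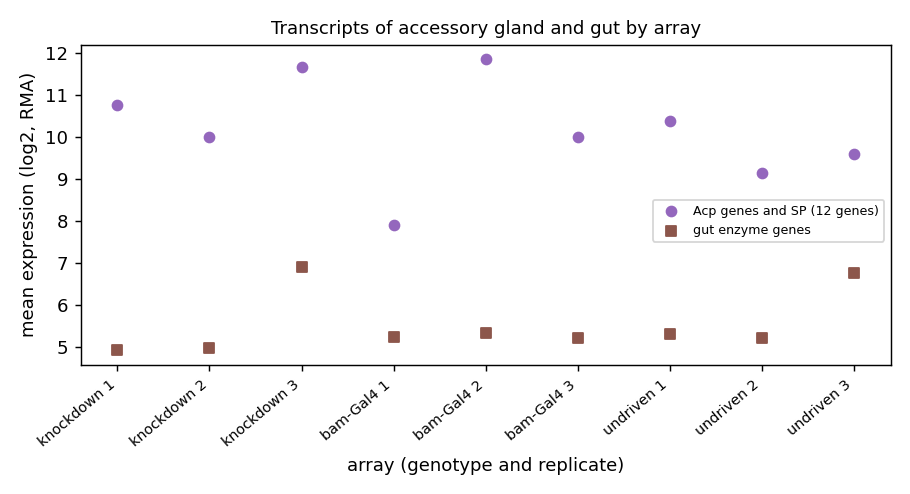
Mean log2 RMA value (vertical axis) of 12 seminal fluid genes of the accessory gland (circles) and of gut enzyme genes (squares) on each of the 9 arrays (horizontal axis, genotype and replicate). The seminal fluid genes ran from 7.91 in *bam*-Gal4 replicate 1 to 11.85 in *bam*-Gal4 replicate 2, and the gut genes stood highest in knockdown replicate 3 and undriven replicate 3.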

The expression values for each probe set from the three arrays of the same genotype were averaged, and the log2-fold change between *tbrd-2* knockdown and one of the controls (undriven *tbrd-2^RNAi^* or *bam-*Gal4) was calculated. 

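In testes with the *tbrd-2* knockdown, 67 probe sets were lower and 86 were higher than in both controls. The lower probe sets stand for 60 named genes, 58 of them protein-coding, and the higher ones for 69 named genes, all 69 protein-coding. The decreases were led by *CG42827*, *tbrd-2*, *CG17917*, the carbonic anhydrase gene *CAH5* and *CG13946*. *Adgf-E*, which encodes an adenosine deaminase-related growth factor, fell from 10.00 ± 0.11 (SD, n = 3) in *bam*-Gal4 and 9.89 ± 0.15 in undriven testes to 7.96 ± 0.09 in knockdown testes, a log2-fold change of −2.05 and −1.94 (standard error 0.09, adjusted p = 5.42e-06 and 9.11e-06 from limma). The log2-fold changes of *CG32457* were −1.90 and −2.04 against *bam*-Gal4 and the undriven control, those of *CG13947* −1.84 and −1.86, those of *CG12506* −1.73 and −1.83, and those of *CG6628* −1.72 and −1.86. *TbCMF46*, named after a component of motile flagella in trypanosomes, had log2-fold changes of −1.63 and −2.08, and *Gr93d*, a gustatory receptor gene, of −1.67 and −1.60. The largest increases were those of the neuropeptide gene *CCHa1* and of *prt*, which encodes a vesicular transporter. *CCHa1* rose from 4.59 ± 0.16 in *bam*-Gal4 and 5.11 ± 0.47 in undriven testes to 8.93 ± 0.12 in knockdown testes (SD, n = 3), which is 20.2-fold and 14.1-fold (adjusted p = 5.42e-06 and 1.07e-05 from limma). *prt* rose from 5.35 ± 0.05 and 5.38 ± 0.35 to 9.01 ± 0.21 (SD, n = 3), which is 12.7-fold and 12.4-fold (adjusted p = 5.39e-06 and 7.19e-06 from limma). Next came *CG17568* with log2-fold changes of 2.03 and 2.02, *CG15236* with 1.87 and 1.89, *CG11617* with 2.04 and 1.86, and *Naprt*, which encodes nicotinate phosphoribosyltransferase, with 2.07 and 1.84. The stress-induced gene *TotB* was higher by 1.73 and 2.24, *beat-Ia*, which acts in axon guidance, by 1.89 and 1.72, *CG34427* by 2.00 and 1.68, *trn*, which encodes a leucine-rich repeat membrane protein, by 1.62 and 1.89, *CG9452* by 1.62 and 1.77, and *CG8850* by 1.62 and 1.76. Adjusted p for these genes was at most 6.73e-04 from limma. In the controls, 51 of the 86 higher probe sets and 5 of the 67 lower ones had a mean log2 value under 6. With probe sets left out before the test whose mean was under 6 over all 9 arrays, the knockdown arrays included, 49 of the 86 remained called.

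**Figure D2:**
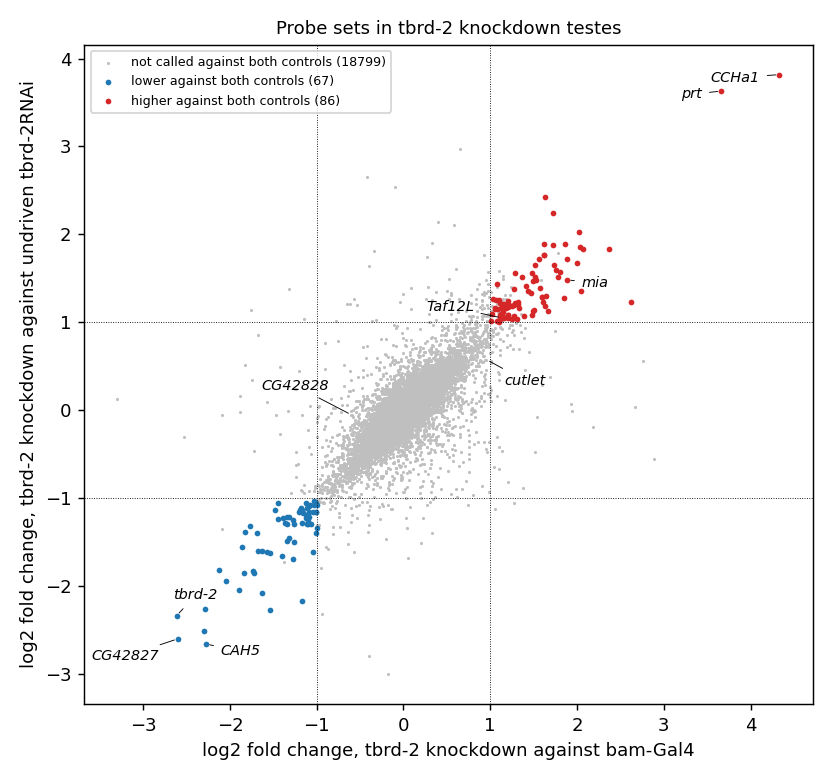
Log2-fold change of each of 18952 probe sets in knockdown testes against *bam*-Gal4 (horizontal axis) and against undriven *tbrd-2 RNAi* (vertical axis). Coloured points are the 67 probe sets lower (blue) and the 86 higher (red) than in both controls, grey points are the others, dotted lines mark a log2-fold change of 1 in size, and *CCHa1* and *prt* lie apart from the other higher probe sets.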

Knockdown of *tbrd-2* led to a significant down-regulation of 73 probe sets, reflecting 69 protein-coding genes (log2-fold change≤−1; corrPVal ≤0.05) compared to both controls (Fig. 5A); 104 probe sets, reflecting 99 protein-coding genes, were significantly up-regulated (log2-fold change≥+1; corrPVal ≤0.05) (Fig. 5B). As expected, *tbrd-2* was one of the most down-regulated genes in *bam*≫*tbrd-2^RNAi^* testes. 

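The probe set for *tbrd-2*, on chromosome 2, gave log2 values of 8.06, 7.82 and 8.05 in the 3 knockdown replicates. The *bam*-Gal4 replicates gave 10.52, 10.52 and 10.73, and the undriven replicates 10.19, 10.39 and 10.36. The *tbrd-2* transcript fell by 2.61 on the log2 scale against *bam*-Gal4 (standard error 0.09, adjusted p = 2.73e-06 from limma) and fell by 2.34 against the undriven control (adjusted p = 3.75e-06), so that the controls held 6.12 and 5.05 times the knockdown level. By log2-fold change, *tbrd-2* ranked 2 among 18952 probe sets against *bam*-Gal4 and 6 against the undriven control, and by the smaller of its decreases it ranked 2 after *CG42827*. The controls differed from each other in *tbrd-2* by 0.28 (adjusted p = 0.267 from limma).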

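The transcripts of the other testis-specific bromodomain genes differed little between genotypes. *tbrd-1* had a log2 value of 10.45 ± 0.10 in knockdown, 10.27 ± 0.10 in *bam*-Gal4 and 10.06 ± 0.06 in undriven testes (SD, n = 3), a log2-fold change of 0.18 against *bam*-Gal4 (adjusted p = 0.148 from limma) and of 0.39 against the undriven control (adjusted p = 0.00676), which is below the limit of 1 for a call. For *tbrd-3* the values were 8.92 ± 0.10, 9.04 ± 0.12 and 8.99 ± 0.07, with log2-fold changes of −0.12 (adjusted p = 0.38 from limma) and −0.07 (adjusted p = 0.6). Of 13 listed genes of bromodomain proteins other than tBRD-2, 9 were measured, and limma called 0 of them lower and 0 higher, also when adjusted over the list alone. Among these 9 genes, 3 were higher against both controls at an unadjusted p under 0.05, 2 of which passed the adjusted p without reaching the fold limit.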

In agreement with qPCR results (Fig. S4A), *tbrd-1* and *tbrd-3* were not affected.

**Fig. 5.**
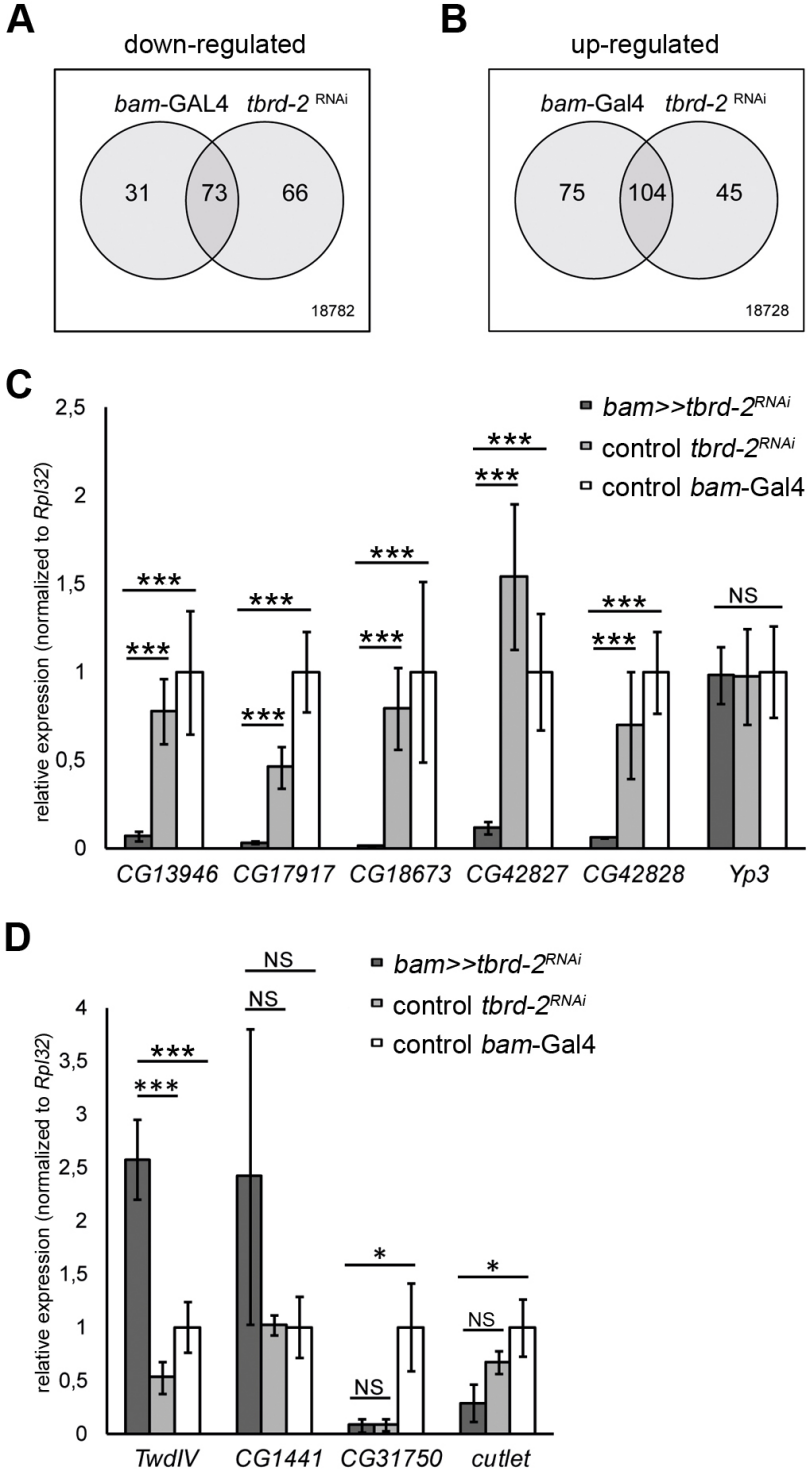
**tBRD-2 is required for gene expression.** (A,B) Venn diagrams depicting the overlap of (A) 73 significantly down-regulated and (B) 104 significantly up-regulated probe sets in *bam*≫*tbrd-2^RNAi^* testes compared to the controls (*bam*-Gal4 and undriven *tbrd-2^RNAi^*). (C,D) qPCR using cDNA from 50 testes pairs of *bam*≫*tbrd-2^RNAi^*, *tbrd-2^RNAi^*, and *bam*-Gal4 testes. (C) Expression of genes *CG13946*, *CG17917*, *CG18673*, *CG42827*, *CG42828* and *Yp3*. (D) Expression of *TwdlV*, *CG1441*, *CG31750* and *cutlet*. The values were normalized to the expression of *Rpl32*. ANOVA with post hoc Tukey's honest significant difference test were used to evaluate statistical significance. *P*-values for significance: *P≤0.05; ***P≤0.001; NS, not significant.

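Against *bam*-Gal4 alone, 94 probe sets were lower and 149 higher in knockdown testes, and against the undriven control 119 were lower and 120 higher. Of the lower probe sets, 27 were called against *bam*-Gal4 only and 52 against the undriven control only, and of the higher ones 63 and 34. *CG32006*, on chromosome 4, was the 1 gene called in opposite directions, with a log2-fold change of 1.06 against *bam*-Gal4 and −1.12 against the undriven control. The controls also differed from each other, with 39 probe sets lower and 33 higher in *bam*-Gal4 than in undriven testes. The lower ones were led by *CG13445* with a log2-fold change of −2.63 (adjusted p = 5.49e-07 from limma), *Rnf11* with −2.40, *CG17477* with −2.37, *CG44838* with −2.26, *pbl* with −2.20, and *CG32006* with −2.18. Higher in *bam*-Gal4 than in undriven testes were *CG31205* with 3.08 (adjusted p = 3.10e-07 from limma), *CG13876* with 2.64, *CG13053* with 2.04, *CG11842* with 1.84, *CG1299* with 1.74 and *CG15554* with 1.65. A second probe set for *Rnf11* differed by 0.19 and was not called. *CG13445*, *CG17477* and *pbl* were higher in knockdown than in *bam*-Gal4 testes by 2.67, 2.18 and 2.76, but differed from the undriven control by 0.03, −0.19 and 0.56. In the same way, *CG31205*, *CG13876* and *CG1299* were higher than in the undriven control by 2.66, 2.54 and 2.14 and differed from *bam*-Gal4 by −0.42, −0.10 and 0.40. Independent lists of these sizes would share 0.59 lower and 0.943 higher probe sets. The log2-fold changes against the 2 controls had a correlation of 0.762 and a covariance of 0.0768 across probe sets. In 20 simulated sets of unchanged groups, which share their knockdown arrays in the same way, the averages were 0.502 and 0.0152 with 0 shared calls. Their noise was drawn independently for each probe set, which the noise of the real arrays was not. Part of the excess may come from the shared knockdown arrays, which are too few to split. Without the 3 arrays highest in seminal fluid or gut transcripts of their genotype, chosen after seeing the data, the log2-fold change of *CG1299* between the controls was 1.38 and no longer called.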

In order to identify common target genes of tBRD-2 and tBRD-1, the transcriptomes of *bam*≫*tbrd-2^RNAi^* and *tbrd-1* mutant testes (Theofel et al., 2014) were compared. Among the 69 down-regulated protein coding genes in *bam*≫*tbrd-2^RNAi^*, 38 protein-coding genes were also significantly down-regulated in *tbrd-1* mutants (data not shown). Hence, 55% of the protein-coding genes that were positively regulated by tBRD-2 likewise require tBRD-1. Among the 99 up-regulated protein-coding genes, only 25 were affected in the two transcriptomes (data not shown). In a previous study, we have shown that transcripts of *CG13946*, *CG17917*, *CG18673*, *CG42827*, *CG42828*, and *Yp3* are significantly down-regulated in *tbrd-1* mutant testes, whereas *TwdIV*, *CG1441*, *CG31750* and *cutlet* are significantly up-regulated (Theofel et al., 2014). 

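Of 6 genes that the paper reports as lower in *tbrd-1* mutant testes, *CG42827*, *CG17917*, *CAH5* (*CG18673*) and *CG13946* fell in *tbrd-2* knockdown testes against both controls. *CG42827* went from 10.84 ± 0.20 (SD, n = 3) in *bam*-Gal4 and 10.84 ± 0.32 in undriven testes to 8.24 ± 0.67 in knockdown testes, a log2-fold change of −2.60 against each (standard error 0.29, adjusted p = 4.10e-04 and 4.13e-04 from limma). *CG17917* fell from 9.47 ± 0.17 and 9.69 ± 0.21 to 7.17 ± 0.55 (SD, n = 3; adjusted p = 2.68e-04 and 1.76e-04 from limma), with log2-fold changes of −2.30 and −2.51. *CAH5* fell from 8.96 ± 0.15 and 9.35 ± 0.06 to 6.69 ± 0.56 (SD, n = 3; adjusted p = 2.08e-04 and 9.58e-05 from limma), with log2-fold changes of −2.27 and −2.66. *CG13946* fell from 10.60 ± 0.16 and 10.57 ± 0.26 to 8.31 ± 0.60 (SD, n = 3; adjusted p = 4.22e-04 and 4.37e-04 from limma), with log2-fold changes of −2.29 and −2.26. In knockdown replicate 1 these genes stood at 9.01 (*CG42827*), 7.81 (*CG17917*), 7.31 (*CAH5*) and 8.96 (*CG13946*), above replicates 2 and 3 with 7.79 and 7.93, 6.82 and 6.89, 6.24 and 6.51, and 7.78 and 8.19. *CG42828* stood at 12.48 ± 0.08 in *bam*-Gal4, 11.94 ± 0.14 in undriven and 11.89 ± 0.23 in knockdown testes (SD, n = 3), a log2-fold change of −0.60 (adjusted p = 0.00754 from limma) and −0.05 (adjusted p = 0.792). The yolk protein gene *Yp3* had low levels of 5.12 to 5.19 in all genotypes, with log2-fold changes of −0.07 and −0.07 (adjusted p = 0.658 and 0.627 from limma). Among 4 genes that it reports as higher there, the Tweedle cuticle gene *TwdlV* rose from 5.47 ± 0.14 and 5.43 ± 0.07 to 6.59 ± 0.09 (SD, n = 3), by 1.12 and 1.16 (adjusted p = 4.50e-05 and 4.06e-05 from limma). *cutlet* stood at 5.72 ± 0.19, 6.10 ± 0.06 and 6.67 ± 0.13, a log2-fold change of 0.96 and 0.58 (adjusted p = 3.45e-04 and 0.00479 from limma), below the limit of 1 for a call. *CG1441* had log2-fold changes of 0.11 and 0.06 (adjusted p = 0.552 and 0.741 from limma), and *Grl36a* (*CG31750*), a gustatory receptor-like gene, of −0.05 and −0.03 (adjusted p = 0.669 and 0.808). *RpL32*, the reference gene of the qPCR experiments, had log2-fold changes of 0.18 and 0.19 (adjusted p = 0.0696 and 0.0572 from limma). Of 22 measured genes that the study names, 5 were lower, 1 was higher and 16 were not called, with the same counts when adjusted over the list alone. The study chose part of this list on these samples, so the counts are not independent evidence.

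**Figure D3:**
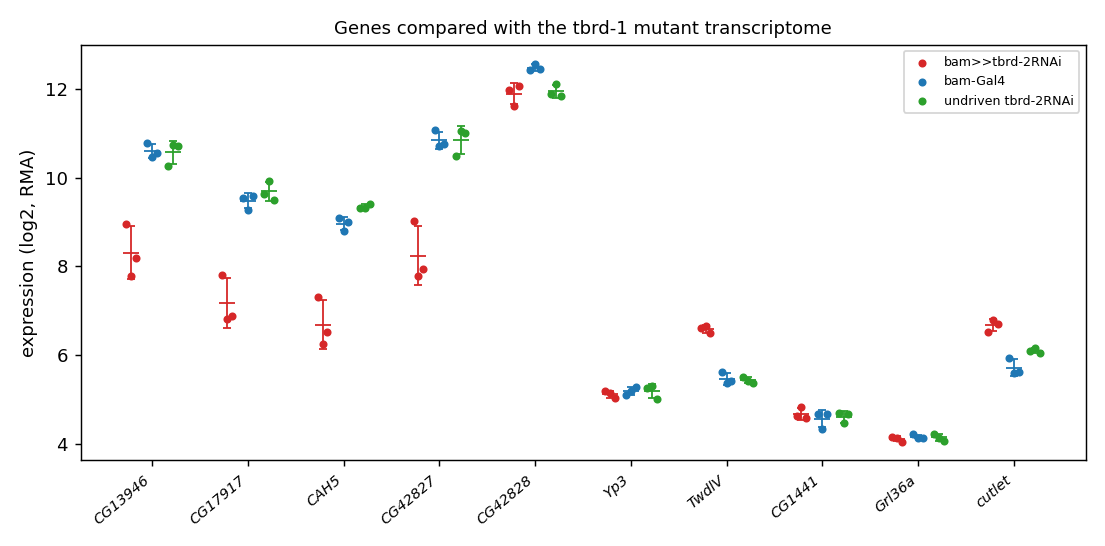
Log2 RMA values (vertical axis) of 10 genes (horizontal axis) in *bam*≫*tbrd-2 RNAi* (red), *bam*-Gal4 (blue) and undriven *tbrd-2 RNAi* (green) testes. Points are the 3 arrays of a genotype, and bars give the mean and SD. *CG42827* lies at 8.24 in knockdown testes and 10.84 in both controls, while the values of *Yp3*, *CG1441* and *Grl36a* overlap between genotypes.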

According to our microarray data presented here, *CG13946*, *CG17917*, *CG18673*, *CG42827*, *CG42828* and *TwdIV* depended on tBRD-2 function, but *Yp3*, *CG1441*, *CG31750*, and *cutlet* did not. Therefore, qPCRs using cDNA of *bam*≫*tbrd-2^RNAi^* and control testes were carried out to validate common and specific tBRD-2 and tBRD-1 target genes (Fig. 5C,D). Indeed, transcript levels of *CG13946*, *CG17917*, *CG18673*, *CG42827*, and *CG42828* were significantly reduced in *bam*≫*tbrd-2^RNAi^* testes compared to controls, but transcript levels of *Yp3* were not (Fig. 5C). Likewise, only transcript levels of *TwdIV* were significantly up-regulated in *bam*≫*tbrd-2^RNAi^* testes (Fig. 5D). Our results demonstrated that tBRD-2 directly or indirectly regulates gene expression in the testis and shares a subset of target genes with tBRD-1.

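The arrays also show the transcripts of the transcription complexes of spermatocytes in the same knockdown testes. Of 5 genes for testis-specific TBP-associated factors (tTAFs), *mia* and *Taf12L* (*rye*) rose, 0 fell and 3 were not called. *mia* rose from 9.69 ± 0.22 (SD, n = 3) in *bam*-Gal4 and 10.09 ± 0.10 in undriven testes to 11.57 ± 0.12, a log2-fold change of 1.89 and 1.48 (standard error 0.11, adjusted p = 2.15e-05 and 5.61e-05 from limma). *Taf12L* rose from 10.95 ± 0.12 and 11.04 ± 0.09 to 12.09 ± 0.02 (SD, n = 3), by 1.13 and 1.05 (adjusted p = 3.21e-05 and 4.13e-05 from limma), while its second probe set, dim at 4.05 in knockdown testes, was not called with −0.02 and −0.22. *sa* had log2-fold changes of 0.61 and 0.97 (adjusted p = 0.00267 and 2.43e-04 from limma), below the fold limit. Adjusted over the list alone, 2 tTAF genes were higher. As a set, the tTAF list did not pass limma's camera test against either control (adjusted p = 0.224 and 0.0789). Of 9 genes of the testis meiotic arrest complex (tMAC), limma called 0, also when adjusted over the list alone, with 3 higher against both controls at an unadjusted p under 0.05. Among them, *aly* had log2-fold changes of −0.05 and −0.18, *topi* of 0.07 and 0.25, *mip40* of 0.31 and 0.29, and *vis* of 0.10 and 0.24. Of 26 measured Mediator genes out of 29, limma likewise called 0, adjusted over the list alone too, with 1 lower and 10 higher at an unadjusted p under 0.05. *MED26* had log2-fold changes of 0.15 and 0.09 and *MED27* of 0.06 and 0.03. Against both controls the Mediator list had positive medians of 0.17 and 0.19. Limma's camera test gave adjusted p = 0.0424 and 0.022 at the preset correlation of 0.01. With an estimated correlation camera gave adjusted p = 0.934 and 0.827. No list had a lower value in that form, so it set no list apart. The paper concludes that tBRD-2 regulates expression in the testis and shares some target genes with tBRD-1. It reasons from transcripts lower or higher on the arrays, their comparison with the *tbrd-1* mutant transcriptome, and qPCR of some genes. Whether tBRD-2 acts on these genes directly is left open there.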

### tBRD-1, tBRD-2, the tMAC component Aly, the Mediator complex subunit Med22, and the tTAF Sa share a defined set of target genes

We compared the transcriptomes of *bam*≫*tbrd-2^RNAi^* (relative to that of undriven *tbrd-2^RNAi^* control testes), *tbrd-1* (Theofel et al., 2014), *aly*, *Med22* and *sa* mutant testes (Lu and Fuller, 2015) (Fig. 6A–C). We focused on the role of tBRD-1 and tBRD-2 in activating transcription. Numerous probe sets significantly down-regulated in *bam*≫*tbrd-2^RNAi^* testes, in *tbrd-1* mutant testes, or in both were likewise down-regulated in *aly* (Fig. 6A), *Med22* (Fig. 6B), and *sa* (Fig. 6C) mutant testes. Of the 447 probe sets that were down-regulated in *tbrd-1* mutants (Tables S1 and S3), 60 were likewise down-regulated in *tbrd-2* knockdown testes (Table S3). Of the 387 probe sets affected in *tbrd-1* but not in *tbrd-2* mutants (Table S1), 71 were likewise down-regulated in all three (*aly*, *Med22*, and *sa*) mutant testes, whereas 231 were unaffected in all of these mutant testes (Table S1). 

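Among the 52 probe sets lower against the undriven control only was that of *Rnf11*, on chromosome 4, which encodes a RING finger protein and stood at 6.48 ± 0.49 in knockdown and 9.27 ± 0.16 in undriven testes (SD, n = 3), a log2-fold change of −2.80 (standard error 0.22, adjusted p = 7.26e-05 from limma). Against *bam*-Gal4, where it stood at 6.87 ± 0.26, *Rnf11* differed by −0.39 (adjusted p = 0.274 from limma). The second probe set for *Rnf11* stood at 6.35 in knockdown and 6.28 in undriven testes, a log2-fold change of 0.07 (adjusted p = 0.761 from limma), and at −0.11 against *bam*-Gal4. The antimicrobial peptide gene *Drs* had a log2-fold change of −1.72 against the undriven control (standard error 0.52, adjusted p = 0.0462 from limma) and of −1.37 against *bam*-Gal4 (adjusted p = 0.102). Of these 52 probe sets, 49 were lower against *bam*-Gal4 too without being called there, and 6 were called between the controls.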

Of the 141 down-regulated probe sets in *tbrd-2* mutants (Tables S2 and S3), 60 were likewise down-regulated in *tbrd-1* mutants (Table S3). Of the 81 probe sets affected in *tbrd-2* but not in *tbrd-1* mutant testes (Table S2), 27 were likewise down-regulated in all three (*aly*, *Med22*, and *sa*) mutant testes, whereas 35 were unaffected. Of the 60 down-regulated probe sets in both *tbrd-1* and *tbrd-2* mutants, 39 were likewise down-regulated in all three (*aly*, *Med22*, and *sa*) mutant testes, whereas 13 were not dependent on Aly, Med22, and Sa function (Table S3). In all three situations (*tbrd-1* with *aly*, *Med22*, and *sa* mutants; *bam*≫*tbrd-2^RNAi^* with *aly*, *Med22*, and *sa* mutants; *tbrd-1*/*bam*≫*tbrd-2^RNAi^* with *aly*, *Med22*, and *sa* mutants) the observed overlap between down-regulated genes was much stronger than expected in a random distribution (*tbrd-1*: hypergeometric *P*<6.6×10^−11^; *bam*≫*tbrd-2^RNAi^*: hypergeometric *P*<9.8×10^−11^; *tbrd-1*/*bam*≫*tbrd-2^RNAi^*: hypergeometric *P*<3.2×10^−28^). By contrast, up-regulated genes only showed minor overlaps that were not significant (Tables S1–S3). In total, 39 probe sets representing 31 protein-coding genes were significantly down-regulated in *bam*≫*tbrd-2^RNAi^*, *tbrd-1*, *aly*, *Med22* and *sa* mutant testes (Table S3). A comparison of this defined set of genes with the *Drosophila* Spermatogenesis Expression Database (http://mnlab.uchicago.edu/sppress/; Vibranovski et al., 2009) revealed that the corresponding transcripts are enriched mainly in post-meiotic male germ cells (Table S4). This led us to postulate that transcription of these genes gives rise to translationally repressed mRNAs coding for spermiogenesis-relevant proteins. In addition, according to FlyAtlas (Chintapalli et al., 2007), most of the transcripts are enriched in the testes (Table S4). Hence, we assume that expression of a precise number of genes, relevant for post-meiotic spermatogenesis, are regulated by all five proteins, namely tBRD-1, tBRD-2, the tMAC component Aly, the Mediator complex subunit Med22, and the tTAF Sa.

**Fig. 6.**
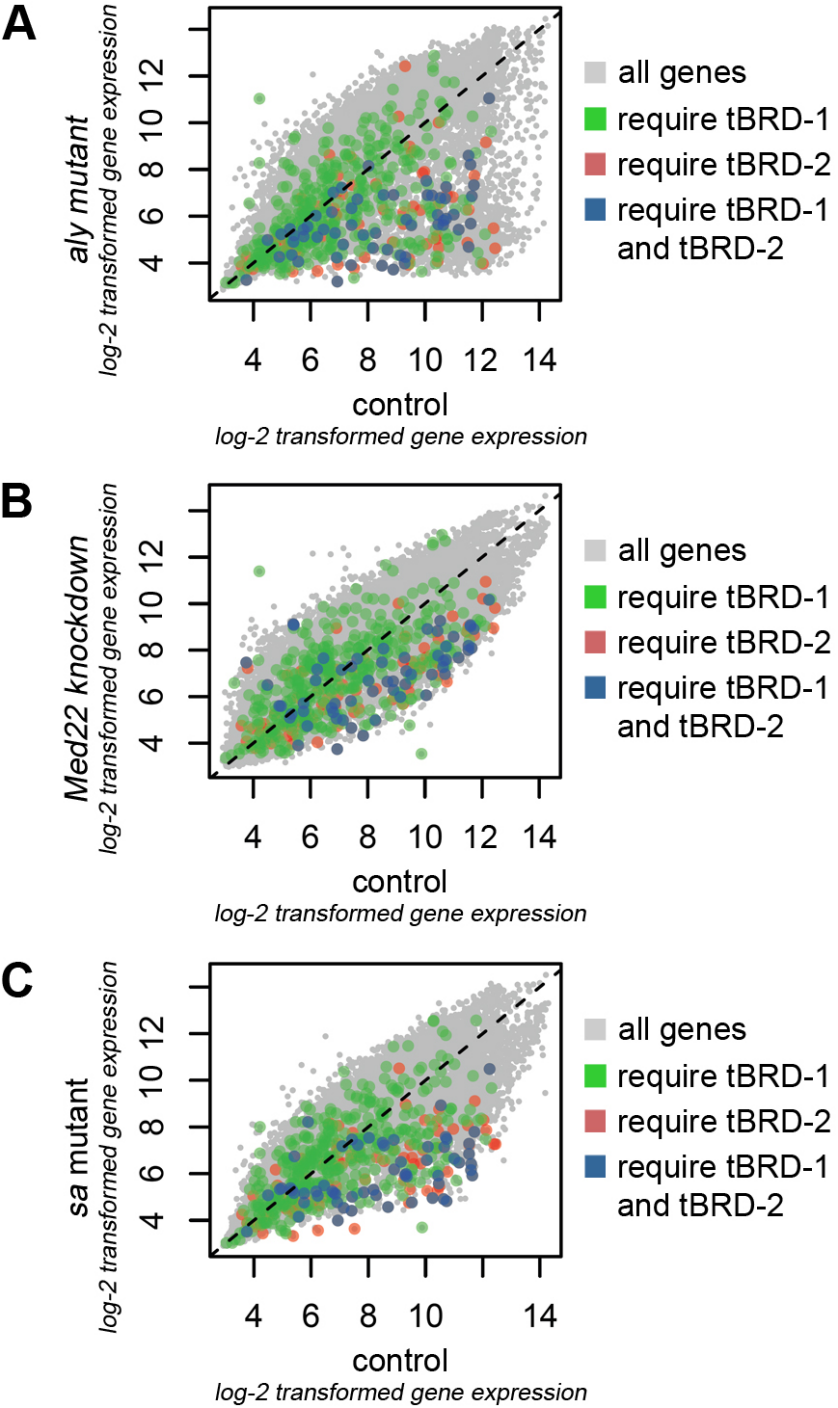
**tBRD-1 and tBRD-2 share a subset of target genes with Aly, Med22, and Sa.** (A–C) Scatter plots depicting transcript levels (log2-transformed gene expression values) in (A) *aly*, (B) *Med22*, and (C) *sa* mutant testes (y-axes) compared to wild-type control testes (*x*-axes). Green and blue dots represent significantly down-regulated genes in *tbrd-1* mutant testes in comparison to control testes. Red and blue dots represent transcripts of genes in *bam*≫*tbrd-2^RNAi^* testes expressed significantly lower than in undriven *tbrd-2^RNAi^*. Blue dots represent transcripts that are affected by both tBRD-1 and tBRD-2.

### The tMAC component Aly is required for proper sub-cellular localization of tBRD-1 and tBRD-2

Previously, we have shown that subcellular localization of tBRD-1 and tBRD-2 depends on tTAF function (Leser et al., 2012; Theofel et al., 2014). Here, we analyzed the localization of tBRD-1 and tBRD-2 in heterozygous and homozygous *aly* mutants (Fig. 7). Immunofluorescence staining showed that correct localization of tBRD-1 (Fig. 7A–B″) and tBRD-2 (Fig. 7C–D″) required wild-type Aly function. The localization of tBRD-1 and tBRD-2 to the chromosomal regions was strongly reduced in homozygous *aly^5^* mutant spermatocytes (Fig. 7B,D, arrows). Likewise, the localization of tBRD-1 and tBRD-2 to the nucleoli was clearly reduced (Fig. 7B,D, arrowheads). In addition, tBRD-1- and tBRD-2-positive nuclear speckles were larger and reduced in number in *aly^5^* mutant spermatocytes (Fig. 7B,D).

**Fig. 7.**
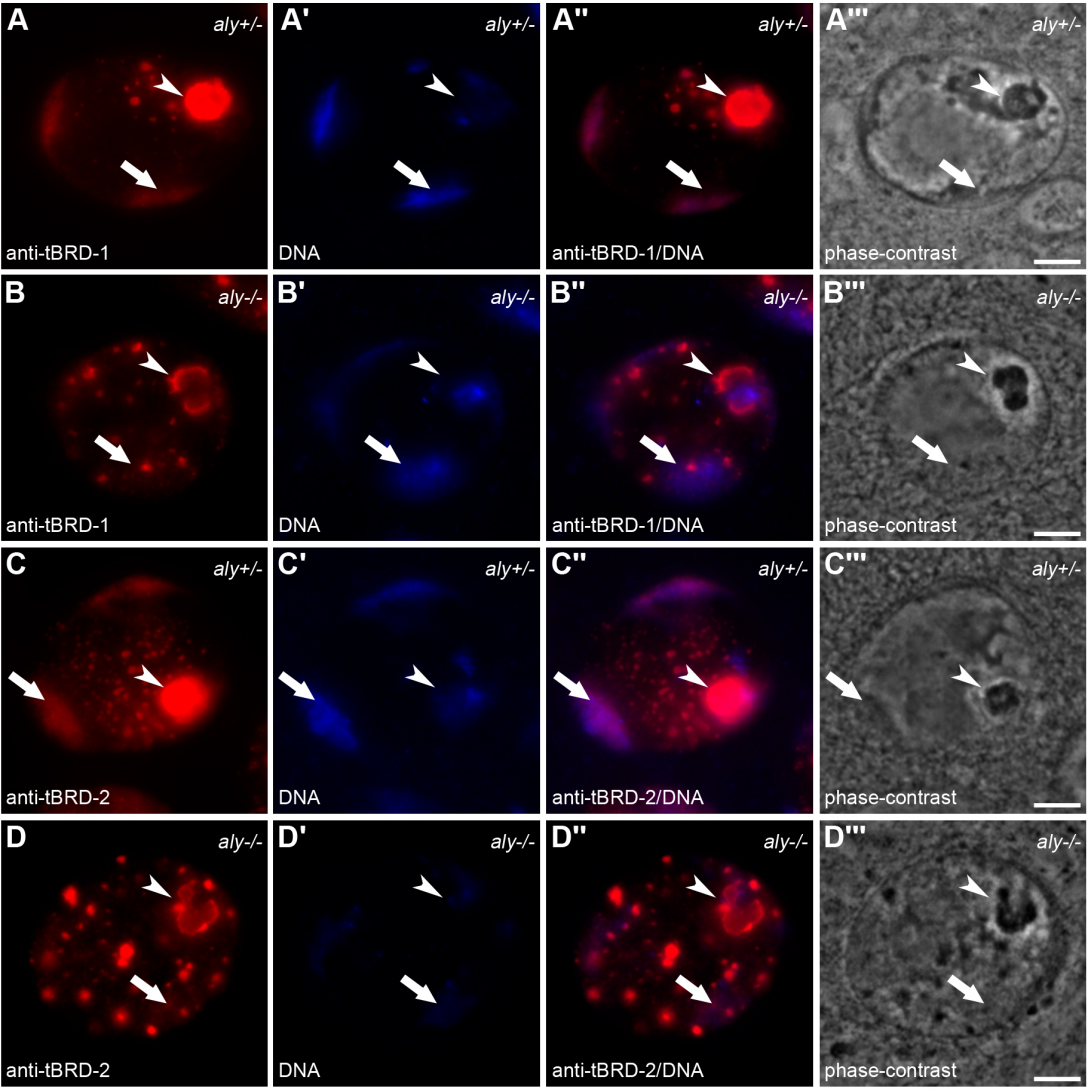
**tBRD-1 and tBRD-2 require Aly function for sub-cellular localization.** (A–D‴) Single primary spermatocyte nuclei of (A–A‴ and C–C‴) heterozygous and (B–B‴ and D–D‴) homozygous *aly* mutants stained with (A–A‴ and B–B‴) anti-tBRD-1 and (C–C‴ and D–D‴) anti-tBRD-2 antibodies. Arrows, chromosomal regions; arrowheads, nucleoli. A,B,C,D, immunofluorescent staining with anti-tBRD-1; A′,B′,C′,D′, Hoechst DNA staining; A″,B″,C″,D″, merged images; A‴,B‴,C‴,D‴, phase-contrast images. Scale bars: 5 µm.

## DISCUSSION

In *Drosophila*, spermatocytes execute a highly active and strictly regulated transcription program to provide transcripts necessary for post-meiotic spermiogenesis. Transcription of spermiogenesis-relevant genes is based on the cooperation among tTAFs, tMAC components, and Mediator complex components (Beall et al., 2007; Chen et al., 2011; Hiller et al., 2004; Lu and Fuller, 2015). Recently, we have postulated that the testis-specific bromodomain proteins tBRD-1, tBRD-2, and tBRD-3 cooperate with the testis-specific TFIID complex in regulating transcription of a subset of spermiogenesis-relevant genes (Theofel et al., 2014). Here, we uncovered additional potential links between tBRD proteins, Mediator, and tMAC.

### The function of tBRD-1 is essential for proper sub-cellular localization of endogenous tBRD-2

Previously, we have shown that in testes of transgenic flies, endogenous tBRD-1 interacts with tBRD-2-eGFP (Theofel et al., 2014). Here, we further focused on the interaction between tBRD-1 and tBRD-2 and showed that expression of tBRD-1-eGFP can restore sub-cellular localization of tBRD-2 in primary spermatocytes in a *tbrd-1* mutant background. These results indicated that tBRD-1 and tBRD-2 indeed interact in *Drosophila* spermatocytes. The structure of tBRD-1 and tBRD-2 proteins differ from that of classical BET family members in animals, which are mainly characterized by two N-terminal bromodomains and a C-terminal extra-terminal domain consisting of a NET motif and a SEED motif (Florence and Faller, 2001). tBRD-1 contains two bromodomains but no extra-terminal domain, and tBRD-2 contains only one bromodomain but does contain a C-terminal extra-terminal domain (Theofel et al., 2014). The extra-terminal domain has been described as necessary for protein–protein interactions (Florence and Faller, 2001; Matangkasombut et al., 2000; Platt et al., 1999). However, it has been shown that human BRD2 requires the first N-terminal bromodomain for dimerization (Nakamura et al., 2007). More recent results have shown that homodimer and heterodimer formation of BET proteins is mediated by a conserved motif, termed motif B, between the second bromodomain and the extra-terminal domain (Garcia-Gutierrez et al., 2012). We showed in yeast two-hybrid experiments that the C-terminal part of tBRD-1 and the extra-terminal domain of tBRD-2 are essential for interaction of the two proteins. By contrast, homodimer formation of tBRD-1 proteins required the region between the two bromodomains.

Recently, it has been suggested that the interaction of tBRD-1 and tBRD-2 is required for their protein stability (Kimura and Loppin, 2015). However, we did not observe an altered tBRD-1 protein distribution or changes in protein levels in *tbrd-2* knockdown testes compared to controls. tBRD-2 proteins were barely detectable in *tbrd-2* knockdown testes, which allows us to assume that the knockdown was efficient. These results indicated that tBRD-1 does not require tBRD-2 function for protein stability or sub-cellular localization. By contrast, the tBRD-2 signal was strongly reduced in *tbrd-1* mutant spermatocyte nuclei. However, also in this case, we did not observe lower amounts of tBRD-2 protein in *tbrd-1* mutant testes in western blots. Hence, the loss of tBRD-1 seems to affect the sub-cellular localization of tBRD-2. Our results showed that the function of tBRD-1 is required for proper sub-cellular localization of tBRD-2 but not vice versa. In addition, the function of tBRD-1 seems to be dispensable for tBRD-2 protein stability. Whether this dependency is based upon direct interaction of the two proteins still has to be clarified.

### tBRD-1 binds to acetylated histones independently of tBRD-2

Previously, we have shown that an increased acetylation level in spermatocytes enhances the localization of tBRD-1 and tBRD-2 to the chromosomal regions (Leser et al., 2012; Theofel et al., 2014). However, it was unclear whether both proteins directly bind to acetylated histone tails. In the current study, *in vitro* experiments demonstrated that the double bromodomain protein tBRD-1 bind to H3 peptides acetylated at lysines 9 and 14 and to H4 peptides acetylated at lysines 5, 8, and 12. By contrast, tBRD-2 exhibited a higher affinity for non-acetylated histone peptides under the same conditions. Acetylation of N-terminal histone tails of H3 and H4 is a typical feature of transcriptional active chromatin and serves as a binding platform for epigenetic regulators, such as BET proteins (Davie and Candido, 1978; Dhalluin et al., 1999; Hebbes et al., 1988). It has been previously shown that the acetylation marks tested in this study are recognized by BET proteins (Marchand and Caflisch, 2015) and are involved in active gene expression (Morris et al., 2007; Wang et al., 2008). In addition, all tested acetylation marks except those of H3K14ac and H3K36ac were detected in spermatocyte nuclei, which indicated that tBRD-1 recognizes acetylated H3 at lysine 9 and/or 14 and acetylated H4 at lysine 5, 8, and/or 12 also *in vivo*.

In murine round spermatids, acetylated H3 and H4 are enriched at the transcription start sites of spermiogenesis-relevant genes and are recognized by the BET proteins BRD4 and BRDT (Bryant et al., 2015). Recently, it has been suggested that the interaction of tBRD-1 and tBRD-2 allows the two proteins to function together as a single BRDT-like BET protein (Kimura and Loppin, 2015). Therefore, it is conceivable that tBRD-2 requires tBRD-1 for efficient binding to chromatin. However, it is also possible that tBRD-2 recognizes other, not yet tested acetylation marks independently of tBRD-1. As tBRD-1 and tBRD-2 regulate both common and different sets of target genes, both scenarios could occur in spermatocytes. Our data suggest that in *Drosophila*, as in mice, bromodomain proteins act together to efficiently support the activation of spermiogenesis-relevant genes by binding to acetylated lysine residues.

### tBRD-1 and tBRD-2 co-regulate a subset of target genes

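Probe sets that fell in *tbrd-2* knockdown testes mostly had higher control values than probe sets that rose. The lower probe sets had a median log2 value of 9.15 in the controls, and the higher ones of 5.77. The median of all probe sets was 5.86 to 5.96 per array. A probe set near the lowest values cannot be called lower by a log2-fold change of 1, so part of this difference was set beforehand. Values of different probe sets also do not compare as expression levels of genes. The lower probe sets had median log2-fold changes of −1.27 against *bam*-Gal4 and −1.29 against the undriven control. The higher ones had 1.38 and 1.23. A log2-fold change of at least 2 in size against both controls was reached by 5 lower probe sets, for *CG42827*, *tbrd-2*, *CG17917*, *CAH5* and *CG13946*, and by 3 higher ones, for *CCHa1*, *prt* and *CG17568*. Of 24 measured Tweedle genes, which encode cuticle proteins, 3 rose, 0 fell and 21 were not called, with 3 higher when adjusted over the list alone. Besides *TwdlV*, these were *Twdlalpha*, with log2-fold changes of 1.33 and 1.16 (adjusted p = 4.41e-05 and 9.18e-05 from limma), and *TwdlG*, with 1.48 and 1.09 (adjusted p = 1.46e-04 and 6.98e-04 from limma). *Twdlalpha* was expressed at 10.65 ± 0.13 (SD, n = 3) in knockdown testes, and *TwdlG* at 5.88 ± 0.09. The Tweedle list as a whole did not pass limma's camera test (adjusted p = 0.864 and 0.899), and its medians of −0.06 and −0.07 differed in sign from its means of 0.10 and 0.08. Without undriven control replicate 3, *TwdlG* had a log2-fold change of 0.96 against that control and was not called. It was also not called in limma's treat test against a log2-fold change of 0.5.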

Our microarray analyses showed that tBRD-2, like tBRD-1, is involved in gene activation and repression. The comparison of transcriptome data of a *tbrd-1* mutant with that of a *tbrd-2* knockdown clearly indicated that the two bromodomain proteins share a subset of target genes. However, we observed that the expression of some genes was altered in *tbrd-1* mutant testes but not in *tbrd-2* knockdown testes and vice versa, which suggested that some genes are regulated specifically by either tBRD-1 or tBRD-2. In mice, the BET proteins BRDT and BRD4 cooperate to regulate transcription of spermiogenesis-relevant genes, although they can also act independently. Importantly, it has been demonstrated that genes co-bound by BRDT and BRD4 show a higher transcriptional activity than genes bound only by BRD4 or BRDT (Bryant et al., 2015). Further experiments are required to examine whether tBRD-1 and tBRD-2 directly bind to their target genes and whether the binding of both enhances transcription.

### An overlapping set of spermiogenesis-relevant genes is regulated by tBRD-1, tBRD-2, the tMAC complex, Mediator complex, and tTAFs

It has been proposed that the activation of spermiogenesis-relevant genes in *Drosophila* spermatocytes requires the sequential action of the tMAC complex, Mediator complex, and testis-specific TFIID (tTFIID) complex (Chen et al., 2011; Lu and Fuller, 2015). The tMAC component Topi interacts with the Mediator component Med22, but no direct interaction has been observed between Mediator and tTFIID components. However, when *Med22* is knocked down, the tTAF Sa fails to localize to chromatin, which suggests that tTAFs depend on Mediator to be recruited to chromatin or stabilized there (Lu and Fuller, 2015). Previously, we have shown that the proper localization of tBRD-1 and tBRD-2 depends on tTAF function (Leser et al., 2012; Theofel et al., 2014). In addition, we have demonstrated that tBRD-1 and the tTAF Sa share a subset of target genes (Theofel et al., 2014). In our current study, immunofluorescence analyses revealed a dramatically reduced localization of tBRD-1 and tBRD-2 to chromosomal regions in homozygous *aly* mutant spermatocytes. We hypothesized that also tBRD-1 and tBRD-2 are involved in the gene regulatory cascade in spermatocytes recently proposed by Lu and Fuller (2015). Therefore, we compared our *tbrd-1* and *tbrd-2* mutant transcriptome data with that of *sa*, *aly*, and *med22* mutants (Lu and Fuller, 2015; Theofel et al., 2014). Indeed, a defined subset of 31 genes were regulated by all five factors. The transcripts of most of these genes are enriched in the testes and accumulate in post-meiotic germ cells (Chintapalli et al., 2007; Vibranovski et al., 2009), which suggests that these transcripts are among the translationally repressed mRNAs required for spermatid differentiation. In contrast to Sa, Aly, and Med22, tBRD-1 and tBRD-2 are involved in the regulation of only a small number of genes. 

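The probe sets lower than in both controls make up 0.354% of all probe sets on the array and the higher ones 0.454%. Of the lists of genes that act in meiosis or later, 0 genes were among them. Of 14 measured genes whose transcripts are made after meiosis (the comet and cup genes), limma called 0, but 7 were lower against both controls by the adjusted p alone and 7 at an unadjusted p under 0.05. *w-cup* had log2-fold changes of −0.60 and −0.65 (standard error 0.05, adjusted p = 1.26e-04 and 8.68e-05 from limma) and *boly* of −0.44 and −0.53 (adjusted p = 0.00231 and 8.56e-04 from limma). The medians of the comet and cup genes were −0.28 and −0.34, with adjusted p = 0.00344 and 2.35e-05 from limma's camera test. With an estimated correlation camera gave adjusted p = 0.934 and 0.827, and no list came below these values. Of 10 sperm chromatin genes, limma called 0 (2 lower at an unadjusted p under 0.05), with *Mst77F*, close to the top of the range at 14.05 in knockdown testes, at 0.08 and 0.04 and *tHMG1* at 0.11 and 0.13. Of 12 measured genes of the sperm axoneme, 0 were called (5 lower and 2 higher at an unadjusted p under 0.05), with *betaTub85D*, the testis beta-tubulin, at −0.12 and −0.08 and *Tektin-A* at 0.14 and 0.14. Of 11 measured genes of the mitochondrial derivative, 0 were called (2 lower at an unadjusted p under 0.05), with *S-Lap7* at −0.02 and −0.04 and *S-Lap8* at 0.11 and 0.07. Of 5 measured genes of nuclear shaping, 0 were called (1 lower and 1 higher at an unadjusted p under 0.05), with *Mst27D* at 0.14 and 0.19 and *ctp* at −0.00 and 0.09. Among 10 measured genes of sperm individualization, 0 were called (3 lower at an unadjusted p under 0.05), with *orb2* at −0.09 and 0.02 and *Cul3*, a ubiquitin ligase subunit, at −0.43 and −0.39. A second probe set for *Cul3* was at −0.89 and −0.63 and was not called. Among 6 measured genes of the meiotic cell cycle, 0 were called (1 lower at an unadjusted p under 0.05), with *bol* at 0.17 and 0.22 and *fest* at −0.16 and −0.01, and the list's medians of 0.04 and 0.01 differed in sign from its means of −0.04 and −0.04. Adjusted over the list alone, 0 genes of each of these lists were called. Limma's camera test gave an adjusted p of at least 0.141 for each list other than the comet and cup genes. The mixed form of limma's fry test asks whether genes of a list change in either direction. It gave adjusted p under 0.05 against both controls for each of these lists except the meiotic cell cycle, with 0.385 and 0.169. For the sperm axoneme it gave 2.46e-06 and 3.57e-05, and for sperm chromatin 8.58e-05 and 6.16e-05. Between the controls it gave adjusted p = 0.452 for the axoneme and 4.64e-05 for sperm chromatin. It was also under 0.05 there for the comet and cup genes and for individualization, with 0.0262 each.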

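The mitofusin gene *fzo* had a log2 value of 9.94 ± 0.24 in *tbrd-2* knockdown, 10.10 ± 0.14 in *bam*-Gal4 and 10.10 ± 0.03 in undriven testes (SD, n = 3), with log2-fold changes of −0.16 and −0.16 (adjusted p = 0.412 and 0.387 from limma). *janB* stood at 13.26 ± 0.02, 13.09 ± 0.01 and 13.17 ± 0.01, with 0.17 and 0.09 (adjusted p = 0.0467 and 0.261 from limma). *CG9173* stood at 10.50 ± 0.07, 10.90 ± 0.11 and 10.91 ± 0.09, with −0.40 and −0.41 (adjusted p = 0.00602 and 0.00558 from limma), below the limit of 1 for a call. *gdl* is not among the genes with a probe set of their own here. Of 13 measured genes known to act in spermiogenesis, out of 15 listed, limma called 0 lower and 0 higher, also when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. Among them, the sperm tail genes *Mst84Db* and *Mst84Dc*, close to the top of the range at 13.92 and 13.94 in knockdown testes, had log2-fold changes of −0.04 and −0.09, and of 0.03 and −0.02. The medians of the 13 genes were 0.00 and −0.05, and limma's camera test gave adjusted p = 0.864 and 0.486. In the mixed form of limma's fry test, which counts changes in either direction, adjusted p was 3.15e-07 and 5.54e-06, and 0.452 between the controls.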

Expression of known tTAF-, tMAC-, and Mediator-dependent spermiogenesis-relevant genes, e.g., *fzo*, *janB*, *gdl* and *CG9173*, is not affected in *tbrd-1* and *tbrd-2* mutants. Nevertheless, our data showed that tBRD-1, tBRD-2, Sa, Aly, and Med22 regulate a common set of genes. We hypothesize that tBRD-1 and tBRD-2 act at the end of a gene regulatory cascade involving tMAC, Mediator, and tTAF functions to regulate expression of spermiogenesis-relevant genes.

## MATERIALS AND METHODS

### Fly strains and RNAi experiments

Flies were maintained under standard conditions at 25°C. *w^1118^* was used as the wild-type strain. To knockdown *tbrd-2,* homozygous males of the RNAi line v37671 (Vienna *Drosophila* Resource Center; Dietzl et al., 2007) were crossed against virgins of *bam*-Gal4/*bam*-Gal4; Sp/CyO; *bam*-Gal4-VP16/MKRS (Caporilli et al., 2013; Chen and McKearin, 2003). *bam*≫*tbrd-2^RNAi^* males analyzed in this study carried two copies of *bam-*Gal4 (on chromosomes X and III) and one copy of *tbrd-2^RNAi^* (on chromosome III). Undriven *tbrd-2^RNAi^* control males carried one copy of *tbrd-2^RNAi^*, and *bam-*Gal4 control males carried two copies of *bam-*Gal4 (on chromosomes X and III). RNAi crossings (including control flies) were maintained at 30°C. The transgenic line *tbrd-1-eGFP* and the *tbrd-1* mutant strain *tbrd-1^1^* have been recently described (Leser et al., 2012). *aly^5^* mutants were kindly provided by Helen White-Cooper (Cardiff University, School of Biosciences).

### Fertility tests

Batches of 20 flies were tested for fertility. Adult males were crossed individually against two wild-type virgin females in separate vials at 25°C. After 6 days, the parental generation was removed. The number of offspring was counted after two weeks.

### Immunofluorescence stainings

Testes squash preparations were immunofluorescently stained essentially as described in Hime et al. (1996) and Rathke et al. (2007). A peptide antibody was raised against tBRD-2 (amino acids 436–457) in rabbit (Pineda-Antibody-Service; http://www.pineda-abservice.de). The affinity-purified antibody was used at a dilution of 1:1000. Anti-tBRD-1 was applied at a dilution of 1:5000 (Leser et al., 2012). Anti-tBRD-3 (Theofel et al., 2014) and anti-Mst77F (Rathke et al., 2010) were used at a dilution of 1:1000. Anti-histone (Millipore; clone F152.C25.WJJ) was used at a dilution of 1:1200. To detect acetylated histones, the following antibodies were used: anti-H3K9ac (Sigma-Aldrich, H9286; 1:500), anti-H3K14ac (Active Motif, Carlsbad, CA, USA, 39698; 1:500), anti-H3K18ac (Active Motif, 39756; 1:500), anti-H3K23ac (Active Motif, 39132; 1:600), anti-H3K27ac (Active Motif, 39136; 1:500) and anti-H3K36ac (Active Motif, 39380; 1:250). H4K5ac, H4K8ac, and H4K12ac were detected using the acetyl-histone H4 antibody set (17-211) from Millipore. DNA was visualized via Hoechst staining. As secondary antibodies, Cy3-conjugated anti-rabbit (Dianova; 1:100), Cy2-conjugated anti-rabbit (Dianova; 1:100), and Cy5-conjugated anti-mouse (Dianova; 1:100) were used. Immunofluorescence stainings were examined using a Zeiss microscope (AxioPlan2). Figures were designed using Adobe Photoshop CS2.

### Western blot experiments

Western blot experiments were performed as recently described (Leser et al., 2012). For each protein extract, 20 testes of heterozygous or homozygous *tbrd-1^1^* mutants or *bam*≫*tbrd-2^RNAi^*, undriven *tbrd-2^RNAi^*, or *bam-*Gal4 were used. Anti-tBRD-1, anti-tBRD-2, and anti-Pan-Actin (Cell Signaling Technologies, 4968) were used at a dilution of 1:1000.

### Yeast two-hybrid assays

Yeast two-hybrid interaction tests were performed using the Matchmaker™ GAL4 Two-Hybrid System 3 from Clontech according to the manufacturer's manual. tBRD-1 and tBRD-2 full-length yeast constructs are described in Theofel et al. (2014). Mutated *tbrd-1* and *tbrd2* ORFs were PCR amplified using specific primers with linked restriction sites (Table S5) and ligated into pGADT7 (bait vector) and pGBKT7 (prey vector). Translational start and stop codons were introduced via the specific primers. To amplify *tbrd-1ΔC* (base pairs 1–492) the primer pair *tbrd-1ΔC-fw/tbrd-1ΔC-rv* was used. *tbrd-1ΔC2* (base pairs 1–1227) was amplified using *tbrd-1ΔC-fw/tbrd-1ΔC2-rv*. *tbrd-1ΔN* (base pairs 493–1542) was amplified using *tbrd-1ΔN-fw/tbrd-1ΔN-rv*. *tbrd-1Δ* (base pairs 382–1008) was amplified using *tbrd-1Δ-fw/tbrd-1Δ-rv*. To amplify *tbrd-2ΔC* (base pairs 1–1062), the primer pair *tbrd-2ΔC-fw/tbrd-2ΔC-rv* was used. *tbrd-2-ΔN* (base pairs 1060–2025) was amplified using *tbrd-2ΔN-fw/tbrd-2ΔN-rv*. The *tbrd-2ΔBD* consists of two parts. Base pairs 1–150 were amplified using the primer pair *tbrd-2ΔBD-fw1/tbrd-2ΔBD-rv1*, and base pairs 358–2025 were amplified using the primer pair *tbrd-2ΔBD-fw2/tbrd-2ΔBD-rv2*. The two PCR products were ligated together into the TOPO-TA vector (Life Technologies) using XmaI and XhoI. The constructed final *tbrd-2ΔBD* containing the required restriction sites to ligate the PCR product into pGADT7 or pGBKT7 was amplified using the primers *tbrd-2-Y2H-NdeI-fw* and *tbrd-2-Y2H-EcoRI-rv*. The first part of *tbrd-2ΔNET* (base pairs 1–1086) was amplified using *tbrd-2ΔNET-fw1/tbrd-2ΔNET-rv1*; the second part (base pairs 1330–2025) was amplified using *tbrd-2ΔNET-fw2/tbrd-2ΔNET-rv2*. The two parts were ligated together into the TOPO-TA vector (Life Technologies) using XmaI and XhoI. The constructed final *tbrd-2ΔNET* was amplified using *tbrd-2-Y2H-NdeI-fw*/*tbrd-2-Y2H-EcoRI-rv*. To amplify *tbrd-2ΔSEED* (base pairs 1–1740) the primer pair *tbrd-2ΔSEED-fw/tbrd-2ΔSEED-rv* was used. *tbrd-2ΔNETΔSEED* (base pairs 1–1086 and 1330–1740) was amplified using *tbrd-2ΔNET* as a template and the primer pair *tbrd-2-Y2H-NdeI-fw/tbrd-2-ΔSEED-rv*.

### RNA isolation and microarray experiments

Total RNA was isolated from *bam*≫*tbrd-2^RNAi^*, undriven *tbrd-2^RNAi^*, and *bam-*Gal4 testes using TRIzol (Invitrogen). RNA quality was monitored using the Agilent Bioanalyser 2100 with the RNA 6000 Nano kit. Gene expression was analyzed using Affymetrix *Drosophila* Genome 2.0 arrays according to the manufacturer's recommendations. For each array, independent RNA from whole testes pooled from 25 animals was used. Three independent replicates were prepared for each experimental condition. The data were analyzed in the R statistical environment using BioConductor packages (Huber et al., 2015). Scanned data were parsed as CEL files into R using the /affy/ package (Gautier et al., 2004). Expression estimates were extracted using RMA normalization with the /rma/ function. Differentially expressed genes were identified using Limma (Ritchie et al., 2015). Genes with log2 (fold expression change) >1 or<−1 and an adjusted *P*-value <0.05 were selected as significantly up- or down-regulated, respectively.

For comparison with previously published data (Lu and Fuller, 2015), we downloaded CEL files from the GEO repository (GSE74784) and processed them as described above to obtain log2-transformed expression measures. To make the different data sets comparable, initial RMA was applied to the complete data set.

The microarray data were deposited at the NCBI gene expression omnibus (GEO) under the accession number GSE81019.

### Quantitative real-time PCR

Total RNA from 100 *bam*≫*tbrd-2^RNAi^* testes, undriven *tbrd-2^RNAi^* testes, and *bam-*Gal4 testes was extracted using TRIzol (Invitrogen). RNA was treated with RQ1 RNase-Free DNase (Promega). For cDNA synthesis, 1 µg DNase-digested RNA and the Transcriptor First Strand cDNA Synthesis Kit (Roche) were used. qPCR reactions contained 7.5 μl iTaq™ Universal SYBR^®^ Green Supermix (Bio-Rad), 5.2 μl ddH_2_O, 2 μl diluted cDNA, 0.3 μl (10 μM) gene-specific primer 1, and 0.3 μl (10 μM) gene-specific primer 2. qPCR (three technical replicates) was performed with a Sybrgreen platform on a Bio-Rad CFX Cycler. Data were analyzed using Bio-Rad CFX Manager™ software. Values were normalized to the mRNA expression level of *Rpl32*. Differences between groups were determined with analyses of variance. Delta Ct values were analyzed for ANOVA using the aov function of R. For the differences between individual groups post hoc tests were calculated by Tukey's honest significant difference test (TukeyHSD function). Two groups were compared using one-way ANOVA. The corresponding *P*-values indicated in the figures are *P≤0.05, **P≤0.01, and ***P≤0.001.

Primers are given in Table S6.

### Expression and purification of recombinant tBRD-1 and tBRD-2

*tbrd-1* and *tbrd-2* cDNAs were FLAG tagged at the C-terminus by PCR using specific primers and ligated into the baculovirus transfer expression vector pVL1392. Transfection of Sf9 cells, recombinant baculovirus production, and recombinant protein expression and purification essentially followed the methods described in Brehm et al. (2000).

### Peptide pull-down experiments

H3 and H4 peptides were synthesized (PSL Peptide Specialty Laboratories) and coupled to SulfoLink™ coupling resin (Thermo Scientific) according to the manufacturer's instructions. One microgram of each peptide was added to 1 µl beads; 2.5 µl of the coupled beads were mixed with 17.5 µl uncoupled beads and washed in pull-down buffer (25 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.5% NP-40, 1 mM DTT, proteinase inhibitors) for 5 min twice. After blocking for 1 h at 4°C in blocking buffer [1 mg/ml BSA, 1% fish skin gelatin (Sigma) in pull-down buffer], beads were incubated with 0.25 µg recombinant proteins for 2 h at 4°C. Beads were washed four times in pull-down buffer. Bound proteins were analyzed by SDS-PAGE and western blotting using tBRD-1- and tBRD-2-specific antibodies; 20% of the input was loaded on the gel.

How the deposited data were processed for this re-analysis (not part of the article)

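Testes of *bam*≫*tbrd-2 RNAi*, *bam*-Gal4 and undriven *tbrd-2 RNAi* males were measured on Affymetrix Drosophila Genome 2.0 arrays, with 3 arrays per genotype, each from a separate pool of animals. The authors deposited log2 values made with the affy package and RMA, which corrects the background of the scanned probes, normalizes the arrays to a common distribution by quantiles and summarizes the probes of each probe set, with 1 value per probe set and array and 2 decimals. For the comparison with published arrays, the methods apply RMA to all data sets together. The versions of affy and RMA, and whether the deposited values come from that run or from these 9 arrays alone, are not given in the sources used here. The scanned arrays were not used here. The conditions and replicate numbers were taken from the sample labels and the methods.

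From the deposited values, the log2-fold changes and their tests were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in a model of all 9 arrays with a mean per genotype and no covariate. The fit left 6 residual degrees of freedom, or 9.23 with those that eBayes borrows across probe sets. P-values were adjusted by the Benjamini-Hochberg method over all probe sets within each comparison, and a probe set was called at an adjusted p under 0.05 and a log2-fold change of at least 1 in size, the fold limit of the paper's results section. The methods give a strict fold limit, which *CG10588* and *CG6785*, named after their values were seen, would not pass with a log2-fold change of −1 against *bam*-Gal4. The comparisons were knockdown against *bam*-Gal4, knockdown against undriven, and *bam*-Gal4 against undriven. No probe set was filtered out in the main analysis. On data simulated from the real means and spread, 50 probe sets were changed at each size. The calls against both controls took in 94% of those changed by 1.2 on the log2 scale, 96% at 1.5, 98% at 2 and 100% at 3. They took in 0 of 18752 unchanged ones. The simulated noise was independent between probe sets, while on the real arrays 1 component held 46.9% of the residual variance. These shares, the 0 included, therefore do not give the error rate of the real arrays. For arrays, the number of arrays limits the precision.

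Gene symbols came from the platform's annotation table, which lists 14049 probe sets, 13647 with 1 symbol and 402 with several. The other 4903 probe sets are not named here. Symbols were brought up to date, and chromosomes and neighbouring genes taken, from the RefSeq gene table of the assembly Release 6 plus ISO1 MT, in which 13544 of the single-symbol probe sets were found. They stand for 11982 genes, 11893 of them with a known chromosome. Named in the text are the genes that the study names, the 12 genes with the largest change in each direction against both controls, ranked by the smaller of their changes, the 6 largest in each direction between the controls, and from each gene list up to 4 called members or, where none was called, up to 2 members with the highest mean. This rule and 25 gene lists were fixed before the data were examined. Where a gene has several probe sets, the value is that of the brightest, or of the called one where the gene was named for its call. The lists were tested with limma's camera, at a preset correlation of 0.01 and with an estimated correlation. With the estimated correlation no list passed, the tBRD list with *tbrd-2* included, so that form tells no list from the others. Limma's fry was run on them in its directional and mixed forms. Called genes were placed on chromosomes and tested with a two-sided Fisher's exact test. Lists of neuron and gut markers were added later for the tests of other tissues.

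Alternatives set before the data were examined were the replicate number as a block, fits of the 6 arrays of each comparison alone, renewed quantile normalization, centring on the median, leaving out probe sets with a mean log2 value under 5 or under 6, other variance models and array weights, other thresholds, adjustment over both comparisons, leaving out each array in turn, the mean of both controls as the reference, and counting genes instead of probe sets. Added after seeing the data were a fit without the 3 arrays with the most transcripts of accessory gland or gut, and a fit with the mean of the seminal fluid genes as a covariate. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The other transcriptomes that the study compares (*tbrd-1*, *aly*, *Med22* and *sa* mutants) and its qPCR measurements were not analysed here.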

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

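The tests on chromosome 2, on the sum of the controls and on splits of the arrays of single comparisons were chosen after the result was seen. The comparison of the 2 controls with each other, which the paper does not report, gave 39 probe sets lower and 33 higher in *bam*-Gal4 than in undriven testes. Of the 52 genes with a symbol among them, 41 lie on chromosome 3 (78.8% against 44.6% of the other genes, odds ratio 4.64, adjusted p = 6.08e-06 in Fisher's exact test), 3 on chromosome 4 (odds ratio 11.6, adjusted p = 0.0152 in the same test) and 0 on chromosome 2. The upper 95% limit of the odds ratio for chromosome 2 was 0.115, which argues against an effect of the driver on genes of every chromosome, and variants of the chromosomes that differ between the stocks may explain most of these calls, which was not tested further. Of 60 genes lower in the knockdown than in both controls, 28 lie on chromosome 3 (odds ratio 1.08, 95% interval 0.627 to 1.86), which argues against variants of the *Sb*-marked chromosome as the source of most of these calls. Of 69 higher genes, 39 lie there (odds ratio 1.61, 0.974 to 2.69, p = 0.0522 in Fisher's exact test), so that for the higher genes such variants and an effect of the knockdown cannot be told apart, because the interval holds both 1 and the odds ratios over 2 that variants were predicted to give.

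*CCHa1*, higher by 4.33 and 3.82 against *bam*-Gal4 and the undriven control, and *prt*, higher by 3.66 and 3.63, stood out as the largest increases, and the paper does not discuss them. RNA from nervous tissue would raise other abundant neuronal transcripts, but the higher median log2-fold change of 10 measured neuron markers was −0.002 (SD 0.45 against *bam*-Gal4). Of these markers, 2 had a mean of at least 6. *brp* stood at 5.83 in knockdown and 6.85 in *bam*-Gal4 testes, and *nSyb* at 7.32 and 7.04. Limma called 0 of the 10 against both controls, with 3 higher and 1 lower at an unadjusted p under 0.05. The markers moved both ways and most were dim, so they do not exclude this source. For 11 measured gut markers the higher median log2-fold change was 0.243. Yet *alphaTry* and *Jon65Aiii* reached 10.17 and 10.35 in knockdown replicate 3, against 5.30 and 5.21 in replicate 1. The mean of the gut genes was 4.93, 4.995 and 6.92 in knockdown replicates 1, 2 and 3. *CCHa1* stood there at 8.92, 9.05 and 8.81 and *prt* at 8.98, 9.23 and 8.82. In undriven replicate 3, with a gut mean of 6.77, they stood at 4.65 and 4.99. These values argue against gut RNA as the source of the rise of *CCHa1* and *prt*. Both genes lie on chromosome 3, and variants that add up would leave the knockdown at or below the sum of the controls on a linear scale, yet the lower 95% limit of that ratio was 6.33 for *CCHa1* and 5.02 for *prt*. An effect of the knockdown is a candidate explanation and remains a hypothesis, and a variant that acts only in this combination of chromosomes was not tested. Only the knockdown males held driver and hairpin together, so lower *tbrd-2* cannot be told apart from other effects of that pair.

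The tTAF genes *mia* and *Taf12L* were higher by 1.89 and 1.48 and by 1.13 and 1.05, outside the genes the paper discusses. A larger share of primary spermatocytes in the knockdown testes would raise the other genes of the spermatocyte complexes alike, but the higher median log2-fold change of 8 such genes was 0.148 (SD 0.37), below the change of *mia* and *Taf12L* by more than that spread. The other 3 tTAF genes, all among these 8, did not go 1 way, *sa* with log2-fold changes of 0.61 and 0.97, which goes with such a share, and *can* and *nht*, named after their values were seen, with −0.37 and −0.14 and with −0.14 and −0.08. A response of these genes to the knockdown is a hypothesis found and examined on the same arrays, and a variant near *mia*, which lies on chromosome 3, stays open. Other effects of driver and hairpin together stay open here too.

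Further results outside the genes the paper discusses, each higher or lower than in both controls, were *CG17568* with log2-fold changes of 2.03 and 2.02, *TwdlG* with 1.48 and 1.09, *Twdlalpha* with 1.33 and 1.16, and the ribosomal protein gene *RpS28a* with −1.10 and −1.08. *TwdlG* was not called without undriven control replicate 3, where its change against that control was 0.96. It was also not called in limma's treat test against a log2-fold change of 0.5. *RpS28a* was not called without knockdown replicate 2, where its change against the undriven control was −0.97.

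When the 9 arrays were split at random into the same design, 1 of 100 splits, the real one, gave 67 lower probe sets, and the highest other split gave 15. For the higher probe sets 1 of 100 splits, the real one, gave 86, and the highest other split gave 6, so chance can be excluded at this level for both counts. The 100 splits were drawn from 840. For a comparison of 3 arrays with 3 there are 10 splits, too few for a share under 0.05, and 1 of 10 gave the real value each time. The real values were 243 calls against *bam*-Gal4, 239 against the undriven control and 72 between the controls, and the highest other splits gave 6, 0 and 0.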

How the results depend on the processing

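The settings without the 3 arrays with the most accessory gland or gut transcripts and with the seminal fluid covariate were chosen after seeing the data. With the replicate block the counts were 67, 94, 119 and 38 lower and 86, 149, 120 and 33 higher (against both controls, *bam*-Gal4, undriven, and between the controls). Still called were 66 of the 67 lower and 86 of the 86 higher probe sets. The call of each named gene and each count of list members stayed as before. Deviations of arrays with the same number had correlations of −0.584 to 0.334, and 1 of 9 arrays correlated best with its own number. These correlations show no link by number. They cannot exclude 1, since 1 component held 46.9% of the residual variance and could hide a shared step. Without probe sets of a mean under 6 over all 9 arrays, which leaves fewer probe sets to test, 49 were higher than in both controls, 92 than in *bam*-Gal4 and 74 than in undriven testes. With no limit on the fold change, 1115 were lower than in both controls, 1529 than in *bam*-Gal4, 1725 than in undriven testes and 230 between the controls, 1363, 2000, 1887 and 164 were higher, and 2478 calls were shared by both comparisons. With treat against 0.5, which dropped the fold limit of 1, 20 were higher in *bam*-Gal4 than in undriven testes. Of the 67 lower and 86 higher probe sets, 53 and 71 were still called, beside counts of 74 and 86. Calls could therefore be gained below a change of 1 in that setting, which was not tested further. In Fisher's exact test, the odds ratio for chromosome 3 was 1.24 (p = 0.00148) for lower genes with no fold limit, and 2.29 (p = 8.41e-07) for higher genes and 1.82 (p = 1.93e-06) for all genes called against either control; the cause was not tested. For higher genes it was 0.93 (p = 0.244 in Fisher's exact test) with no fold limit and 1.19 (p = 0.638) among genes with a mean of at least 6. Leaving out 1 array at a time gave 59 to 73 lower and 75 to 95 higher than in both controls, 87 to 109 and 138 to 179 against *bam*-Gal4, 111 to 127 and 109 to 130 against undriven, 34 to 42 and 30 to 35 between the controls, and 139 to 163 shared calls. The added settings gave 70 lower and 84 higher without the 3 arrays, and 58 lower and 102 higher with the covariate. The other settings kept each count within 1.5 times its value. Of 94 named genes, 83 kept their call under each of the 24 settings that tested them, and 0 reversed. Named genes with a mean under 5 or under 6 were not tested in the settings that leave such probe sets out. Over the settings, 9 calls were gained and 5 lost (*TwdlG*, *RpS28a* and *CG1299*). Of the counts of list members, 1176 stayed within 1.5 times and 24 moved. Signal over background, which was not measured here, may limit the higher probe sets, of which 51 of 86 had a mean under 6 in the controls.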

Differences from the paper's values

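At the thresholds of the paper's results section, 67 probe sets were lower and 86 higher than in both controls, beside the paper's 73 and 104; these differ by less than 1.5 times, as do 58 and 69 protein-coding genes and the paper's 69 and 99. The genes counted here leave out 4 lower and 12 higher probe sets that are not named and 2 and 4 that carry several symbols. The paper's 141 lower probe sets against the undriven control, beside 119 here, come from its comparison of data sets, for which its methods apply RMA to all of them together, so that the 2 counts may not rest on the same values. Leaving out 1 array at a time, settings fixed before the data were examined, gave 59 to 73 lower and 75 to 95 higher probe sets. The 73 came without *bam*-Gal4 control replicate 2, where 84 were higher, so this 1 matching count does not explain the differences.

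The paper lists *CG42828* among the genes that depend on tBRD-2 in its arrays and reports it as lower by qPCR. Here its log2-fold change was −0.60 against *bam*-Gal4 (adjusted p = 0.00754 from limma) and −0.05 against the undriven control (adjusted p = 0.792), and 0 of the 24 settings called it against both controls. For the other 9 genes compared with the *tbrd-1* mutant, the calls go the way the paper states, with *CG13946*, *CG17917*, *CAH5*, *CG42827* and *TwdlV* called and *Yp3*, *CG1441*, *Grl36a* and *cutlet* not called.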

Other observations

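The test of neighbouring genes was chosen after the called genes had been seen. Of 6 measured antimicrobial peptide genes, limma called 0 against both controls (4 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone). *Drs* stood at 7.57 ± 1.05 (SD, n = 3) in knockdown, 8.94 ± 0.23 in *bam*-Gal4 and 9.29 ± 0.83 in undriven testes, and *Mtk* at 7.08 ± 0.68, 8.08 ± 0.24 and 8.39 ± 0.93. The medians of the peptide genes were −0.58 and −1.02, with adjusted p = 0.0449 and 0.00863 from limma's camera test. With an estimated correlation camera gave adjusted p = 0.934 and 0.827, and no list came below these values. Without knockdown replicate 2, 1 of the peptide genes, *Drs*, was called lower than in both controls, with a log2-fold change of −1.93 against *bam*-Gal4. Without knockdown replicate 3, 1 of the peptide genes was called as well. With array weights on all 9 arrays *Drs* was called too, at −1.40 against *bam*-Gal4. Of 41 ribosomal protein genes, *RpS28a* fell (not called without knockdown replicate 2), 0 rose and 40 were not called (1 lower when adjusted over the list alone, and 25 higher at an unadjusted p under 0.05). The medians of the ribosomal genes were 0.20 and 0.21, with adjusted p = 2.52e-04 and 1.93e-06 from limma's camera test. With an estimated correlation camera gave adjusted p = 0.934 and 0.827, again the lowest values of any list.

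Among 4 measured heat shock genes limma called 0 (1 higher at an unadjusted p under 0.05), with *Hsp26* at log2-fold changes of 0.20 and 0.44 and *DnaJ-1* at −0.17 and −0.13. Of 3 yolk protein genes 0 were called (0 at an unadjusted p under 0.05), with *Yp2* at −0.06 and −0.06. Of 5 measured genes of the small RNA machinery, on which RNAi depends, 0 were called (0 at an unadjusted p under 0.05), with *loqs* at −0.12 and −0.17 and *Hen1* at 0.08 and 0.18. Adjusted over the list alone, 0 genes of these 3 lists were called. Among the tBRD genes themselves, *tbrd-2* was lower and 2 were not called, and 1 was lower when adjusted over the list alone. In its directional form, fry tests whether a list's genes move on balance to 1 side without comparing them with other genes. The lists under 0.05 there against both controls included the tBRD genes, *tbrd-2* among them, with adjusted p = 1.81e-04 and 7.83e-04 from limma. The others were the tTAF list with 0.00201 and 0.00123, the comet and cup genes with 0.00501 and 0.00148, the antimicrobial peptides with 0.0484 and 0.00936, and the ribosomal genes with 0.0132 and 0.00518. In the same directional form of fry, the sperm chromatin list had adjusted p = 0.0235 against *bam*-Gal4 and 0.12 against the undriven control. The Mediator list had 0.0397 and 0.0581. For the fat body list the median was −0.10 and the mean 0.12 against the undriven control, and for cyst cells and hub the medians were 0.07 and −0.01 with means of 0.01 and 0.01 and a downward direction in camera.

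Few called genes were next to each other on their chromosome, though the pairs outnumbered the average of random sets of genes. Among the lower genes, *CG12506*, *CG13946* and *CG13947* make up 2 neighbouring pairs, where 10000 random sets of genes had 0.249 on average (one-sided permutation p = 0.026, adjusted p = 0.0472). Among the higher genes, *CG10140* with *CG14109* and *CG32568* with *Twdlalpha* make up 2 pairs, where random sets had 0.344 (one-sided permutation p = 0.0472, adjusted p = 0.0472).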
